# Transcriptome-wide analysis supports environmental adaptations of two *Pinus pinaster* populations from contrasting habitats

**DOI:** 10.1186/s12864-015-2177-x

**Published:** 2015-11-06

**Authors:** Rafael A. Cañas, Isabel Feito, José Francisco Fuente-Maqueda, Concepción Ávila, Juan Majada, Francisco M. Cánovas

**Keywords:** Adaptation, Light signalling, Oligonucleotide microarray, *P. pinaster*, RNA-Seq, Provenances, Water use

## Abstract

**Background:**

Maritime pine (*Pinus pinaster* Aiton) grows in a range of different climates in the southwestern Mediterranean region and the existence of a variety of latitudinal ecotypes or provenances is well established. In this study, we have conducted a deep analysis of the transcriptome in needles from two *P. pinaster* provenances, Leiria (Portugal) and Tamrabta (Morocco), which were grown in northern Spain under the same conditions.

**Results:**

An oligonucleotide microarray (PINARRAY3) and RNA-Seq were used for whole-transcriptome analyses, and we found that 90.95 % of the data were concordant between the two platforms. Furthermore, the two methods identified very similar percentages of differentially expressed genes with values of 5.5 % for PINARRAY3 and 5.7 % for RNA-Seq. In total, 6,023 transcripts were shared and 88 differentially expressed genes overlapped in the two platforms. Among the differentially expressed genes, all transport related genes except aquaporins were expressed at higher levels in Tamrabta than in Leiria. In contrast, genes involved in secondary metabolism were expressed at higher levels in Tamrabta, and photosynthesis-related genes were expressed more highly in Leiria. The genes involved in light sensing in plants were well represented in the differentially expressed groups of genes. In addition, increased levels of hormones such as abscisic acid, gibberellins, jasmonic and salicylic acid were observed in Leiria.

**Conclusions:**

Both transcriptome platforms have proven to be useful resources, showing complementary and reliable results. The results presented here highlight the different abilities of the two maritime pine populations to sense environmental conditions and reveal one type of regulation that can be ascribed to different genetic and epigenetic backgrounds.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2177-x) contains supplementary material, which is available to authorized users.

## Background

Conifers are the most abundant group of gymnosperms and include tree species of great ecological and economical relevance. Conifers cover vast areas within the forest of the northern hemisphere and are extensively exploited as the main source of wood for industrial purposes [1].

The abundance of polysaccharides, pigments and phenolic compounds in the lignified tissues of conifers has hampered research on the molecular biology of these plants for many years. Until the development of recent adapted protocols, RNA [2] and DNA [3] extractions from conifer tissues were difficult and extremely laborious. However, in the last decade considerable progress has been made in establishing adapted protocols and techniques that are now utilized in molecular studies of conifer biology. These include methods such as laser-capture microdissection [4, 5], microarray hybridization [6] and both stable [7, 8] and transient transformation [9, 10].

Although conifer genomes are extremely large, ranging from 18 to 35 gigabases, recent developments in next-generation sequencing have facilitated new advances in genomics research [11, 12]. In the past few years the assembly of several conifer transcriptomes [13–15] and genomes has been reported [16–18]. Despite these recent developments, the use of genome-wide expression techniques based on sequencing (RNA-Seq) in conifer species has remained limited [19–21]. Furthermore, the lack of reference genome/transcriptome for read mapping generally necessitates the use of self-assemblies of the transcriptomes.

These new genomic tools have enormous potential for use in studies of the molecular basis of genetic diversity and the adaptations of conifers to the environment. This is important because trees with a wide geographical distribution have a variety of latitudinal and altitudinal ecotypes (provenances) adapted to local light and climate conditions [22]. A certain inherent flexibility in the response to varying temperature and photoperiod conditions has been observed in trees [22]. One such example is the well-studied response of conifers to extreme winter periods when they are subjected to cold, drought and oxidative stresses [23]. Conifers have developed a series of responses to these environmental changes including the accumulation of “compatible solutes” [24–27], adjustments of membrane lipid composition [28] and changes in energy metabolism that prioritize oxidative phosphorylation when photosynthesis is arrested [25, 27, 29–31].

Because of its economic and environmental potential, the maritime pine (*Pinus pinaster* L. Aiton) is one the most important conifer species in the southwestern Mediterranean region. Maritime pine is also a conifer species with advanced genomic research in Europe and a large number of genomic resources have been generated in the last few years [5, 15, 27, 32].

This pine species has high phenotypic plasticity with high tolerance to abiotic stresses such as drought and is widely distributed in different environments and climates [33–35]. Intraspecific variability has been observed in hormone production between *P. pinaster* populations growing under different environmental conditions [24, 33]. Therefore, the maritime pine is an excellent model for studying the molecular basis of environmental adaptation using functional genomic approaches.

Transcriptome profiling has previously been conducted in conifers to explore the molecular basis of phenotypic changes [6, 36]. In this study, a large-scale custom microarray (4x44k) containing 60-mer oligonucleotide probes (PINARRAY3) was designed to represent the *P. pinaster* transcriptome [15]. In parallel, RNA-Seq was performed using a subset of 35,374 contigs from SustainPineDB as a reference [15]. The platforms have been compared, showing complementary and reliable results. Microarray and RNA-seq were used to explore transcriptome changes in phenotypically divergent *P. pinaster* populations grown under the same conditions. A transcriptome-wide analysis was conducted in the needles of two maritime pine provenances from contrasting habitats, Leiria and Tamrabta, phenotypically divergent and with distinct potential of environmental adaptation. We hypothesize that phenotypic divergence is supported, at least in part, by changes in the transcriptome. The results presented in this study highlight the adaptive responses of the two provenances as a result of their different abilities to sense the environmental conditions, thereby suggesting regulation by different genetic and/or epigenetic backgrounds.

## Results

### Transcriptomic analyses

In this study, we have developed new technical resources for functional genomics analysis of *Pinus pinaster*. A new oligonucleotide microarray (60-mer) called PINARRAY3, synthesized by Agilent (Santa Clara, CA, USA), has been developed to study the transcriptome of maritime pine. This array contains 45,220 spots including negative and positive controls (2,720) and sequences for unique transcripts (42,500) in the maritime pine transcriptome included in the SustainPineDB v3.0 [15]. To increase specificity, the 3’UTR of the transcripts (when available) was used in the design of the 60-mer oligonucleotides. This microarray has been tested with RNA samples from adult needles of two geographically distinct populations of maritime pine, Leiria and Tamrabta, which were chosen for their contrasted habitats and diverse phenotypes (Additional file 1: Figures S1 and S2). The Leiria provenance is from central Portugal, in the European Atlantic region, and Tamrabta is from the Moroccan Atlas Mountains (Additional file 1: Figure S2). Trees of both provenances were cultivated in the same monitored fields in northern Spain where Leiria showed higher rates of growth (54.7 cm/year) and survival rate (91.7 % in two years) than Tamrabta (41.2 cm/year and 76.7 % in two years) and also displayed more heterogeneity.

Eight microarray fields were hybridized with 4 biological replicates from each provenance in an alternating manner. The raw microarray data were normalized and analyzed using the Limma R package [37] resulting in 10,888 spots with a signal that was significantly different from that of the background (Fig. 1b, Additional file 2: Table S1). Of these, 596 spots were considered to represent differentially expressed (DE) genes (logFC > 0.5; *adjP.value* < 0.05), with 305 showing higher expression in Tamrabta (negative values of logFC) and 291 showing higher expression in Leiria (positive values of logFC) (Fig. 1b, Additional file 2: Table S1). In the samples analyzed there were higher inter-provenance than intra-provenance variations between microarray results in a multidimensional scaling plot (Additional file 1: Figure S3). However, Tamrabta showed higher variability than Leiria likely reflecting the effect of the environment.

**Fig. 1:**
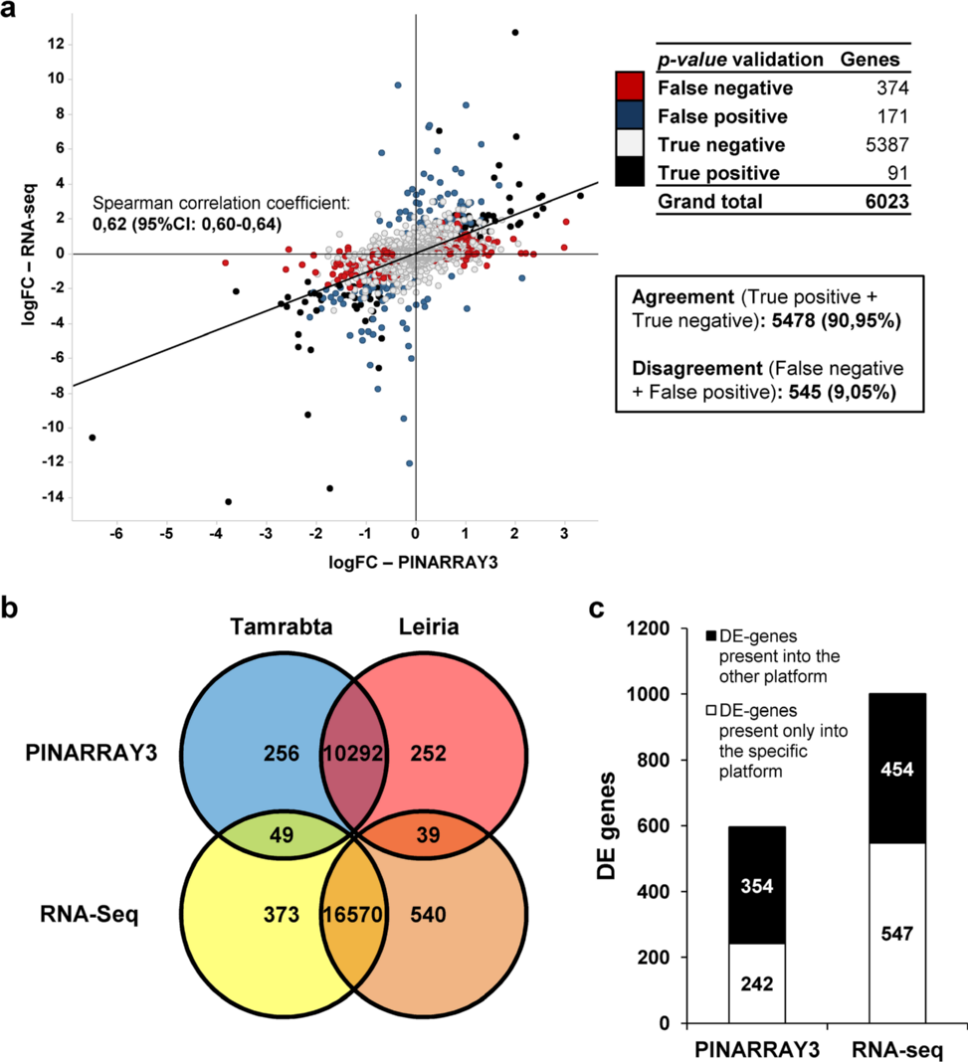
Comparative analysis of PINARRAY3 and RNA-Seq. **a** Comparison of fold changes (logFC) between PINARRAY3 and RNA-Seq analyses. Red dots represent ‘False negative’ genes (significant for PINARRAY3 and not significant for RNA-Seq). Blue dots represent ‘False positive’ genes (not significant for PINARRAY3 and significant for RNA-Seq). Open dots represent ‘True negative’ genes (not significant for PINARRAY3 and RNA-Seq). Black dots represent ‘True positive’ genes (significant for PINARRAY3 and RNA-Seq). The trend line is adjusted to a Spearman correlation. **b** Venn diagram showing the results for the DE analysis from both PINARRAY3 and RNA-Seq. **c** DE genes by platform indicating their inclusion in one or both platforms

RNA-Seq was chosen as the second method of analysis in this transcriptome study. 

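Needle RNA of 4 of the samples hybridized to PINARRAY3 was sequenced: L6 and L7 from Leiria, the coastal Portuguese provenance, and T3 and T6 from Tamrabta, the provenance of the Moroccan Atlas. They are the biological replicates of each provenance, so n = 2 per provenance for every value. The plants were rooted cuttings from a clonal collection, and how the 2 of a provenance are related is not given. The paper gives 125300000 reads obtained for L6, 190600000 for L7, 113700000 for T3 and 137200000 for T6, and 121000000, 180500000, 110400000 and 128700000 in the same order after trimming. The authors mapped the pairs to contigs of SustainPineDB, kept the concordant pairs and deposited a CPM value per contig and library, the count divided by a library size scaled with edgeR's normalization factors. All values of a library were whole multiples of what 1 read pair is worth (100.0% of them within 0.02 of a whole number). The recovered counts were 40019608 in L6, 58835449 in L7, 49935290 in T3 and 40807468 in T6, and this is the depth behind the CPM values. One count was worth between 0.0171 CPM in L7 and 0.0275 CPM in L6.

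Genes were compared with limma on log2(CPM + 0.5), Leiria minus Tamrabta, over the 16582 contigs above 1 CPM in at least 2 libraries. The threshold is that of Note S2, but there it is set on CPM before scaling, and here on the deposited, scaled CPM. The filter behind the file itself is not known. The file also holds 989 contigs that do not meet this threshold, and with the scaling of its columns undone each contig reaches at least 1.003 CPM in 1 library or more. A positive log2 fold change is higher expression in Leiria, and this scale understates the change of contigs of low expression. A gene was called differentially expressed (DE) at an adjusted p under 0.05 and an absolute log2 fold change above 1. The recovered counts were also given to edgeR's exact test, the test of Note S2, to edgeR's quasi-likelihood test and to DESeq2. Single libraries were also left out in turn. The spread was then that of the pair of the other provenance alone, so of T3 and T6 when a Leiria library was left out. A call can thus be lost with the fold change little moved. Lists of genes were drawn from the descriptions in Table S1, of which the first 1791 of the 10887 rows, those of the lowest microarray p, were used here. PINARRAY3 was hybridized with 4 samples per provenance, among them the 4 sequenced, so the lists rest in part on the same RNA and are not independent evidence of a direction, and no enrichment was computed. Within a list a gene counts as higher in one provenance at an adjusted p under 0.05, whatever the fold. Descriptions are best matches in other species. Members of families of similar sequence, such as UDP-glycosyltransferases, glutathione S-transferases, aquaporins and chitinases, can share reads, and their values are uncertain for that reason.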

Two of the RNA samples hybridized with PINARRAY3 were sequenced. A subset of 35,374 contigs in the SustainPineDB [15] was used as reference transcriptome sequence for read mapping. 

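The contigs that separated the provenances most clearly were read in one and nearly silent in the other. sp_v3.0_unigene9004, described only as a Herpes_gp2 multi-domain protein, stood at 0.103 ± 0.0488 CPM in Leiria and 149 ± 17.9 CPM in Tamrabta (SD, n = 2 each, log2 fold change -7.95, standard error 0.20, adjusted p = 0.00999 from limma and 3.0e-76 from edgeR's exact test). That description is the name of a domain and gives no species of origin. Of the 42 genes called by limma, 33 stayed under 1 CPM in both libraries of one provenance, and 10 of these had no read there. sp_v3.0_unigene30258, a contig without a description in the rows of Table S1 used here, had 101 and 84.0 CPM in L6 and L7 and 1 read each in T3 and T6 (log2 fold change 7.47, standard error 0.21, adjusted p = 0.00999 from limma). sp_v3.0_unigene5155, also without a description, had 50.2 ± 11.3 CPM in Leiria and no read in T3 or T6, which makes it at least 753-fold higher in Leiria against a floor of 3 reads per library (adjusted p = 0.0165 from limma). The number of genes called depended on the test. limma called 42 of the 16582 contigs tested, and 2497 had an unadjusted p under 0.05. edgeR's exact test called 962, DESeq2 1022 and edgeR's quasi-likelihood test 2. All 42 genes of limma were among those of the exact test. Without L6, L7 or T3, limma called 0 genes (1255, 1453 and 3384 at an unadjusted p under 0.05) and without T6 it called 69, while the exact test called 456, 491, 1360 and 1320 without L6, L7, T3 and T6.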

In total, 17,571 genes were represented, and 1001 genes showed differential expression between the provenances (logFC > 1; FDR < 0.05, Fig. 1b, Additional file 2: Table S2). A higher logFC value was used to consider a gene as differential expressed in the RNA-Seq because of the lower number of replicates (*n* = 2). 

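Among the described genes, sp_v3.0_unigene209190, whose best match is CER1, an enzyme of cuticular wax synthesis, had 38.4 ± 1.31 CPM in Leiria and 2.45 ± 0.585 CPM in Tamrabta (SD, n = 2 each, log2 fold change 3.73, standard error 0.22, adjusted p = 0.0327 from limma and 2.1e-13 from edgeR's exact test). In Tamrabta, sp_v3.0_unigene6517, a match to the putative inactive purple acid phosphatase 16, reached 17.0 ± 1.81 CPM against 0.429 ± 0.171 in Leiria (SD, n = 2 each, log2 fold change -4.24, standard error 0.24, adjusted p = 0.0318 from limma). A match to holocarboxylase synthetase 1, the enzyme that attaches biotin to carboxylases, sp_v3.0_unigene130333, had 7.31 and 6.85 CPM in T3 and T6, no read in L6 and 1 read in L7 (log2 fold change -3.90, standard error 0.19, adjusted p = 0.0206 from limma). Of the contigs without a description, sp_v3.0_unigene29871 had a mean of 74.7 CPM in Tamrabta and 0.0513 in Leiria, and sp_v3.0_unigene30495 of 18.9 and 0.437 (log2 fold changes -7.10 and -4.38, adjusted p = 0.00999 and 0.0244 from limma). More of the called genes were higher in Leiria by each test that called more than a few. The split was 28 in Leiria and 14 in Tamrabta by limma, 583 and 379 by edgeR's exact test, and 598 and 424 by DESeq2. edgeR's quasi-likelihood test called 1 in each provenance. Without T6 the exact test gave 947 and 373, and without T3 729 and 631.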

There were 422 genes more highly expressed in Tamrabta (negative values of logFC) whereas 579 genes showed higher expression levels in Leiria (positive values of logFC). The results are presented in Fig. 1b and Additional file 2: Table S2.

To evaluate the reproducibility and validity of the transcriptomic data obtained, results from both methods were compared using Spotfire software. From the expressed transcripts in PINARRAY3 and RNA-Seq only 6,023 were shared between both platforms and used for the comparison (Fig. 1a, Additional file 2: Table S3). 

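The genes with the largest differences on the microarray went the same way in the reads. They are the 5 described genes of largest logFC in each direction, in the rows of Table S1 used here, that also had RNA-Seq values. The microarray logFC is over 4 plants per provenance, and the RNA-Seq values are over 2 of them. All 10 had a log2 fold change of the same sign as the paper's logFC, 6 were called by edgeR's exact test and 1 by limma. sp_v3.0_unigene21364, an Atrophin-1 multi-domain match, had a log2 fold change of 4.20 (standard error 1.21, adjusted p = 0.00205 from the exact test and 0.211 from DESeq2) against the paper's microarray logFC of 3.31. It had 1.94 CPM in T3 and 28.3 in T6, and a log2 fold change of 2.42 without T3. For sp_v3.0_unigene28689, a match to the cupin family of seed storage and germin proteins, the values were 3.77 (standard error 0.87, adjusted p = 4.0e-05 from the exact test) and 2.55, with 3.27 CPM in T3, 21.5 in T6 and a log2 fold change of 2.49 without T3. Collagen multi-domain match sp_v3.0_unigene37919 stood at 2.26 beside 2.56 (adjusted p = 1.7e-04 from the exact test), and without L6 stood at 1.20 and lost that call. The UDP-glucosyltransferase match sp_v3.0_unigene7174 had nearly the same value on both, -2.68 (standard error 0.47, adjusted p = 9.8e-07 from the exact test) beside -2.71. The class II chitinase sp_v3.0_unigene37763 had -1.99 beside -3.61 (adjusted p = 0.00177 from the exact test, lost without L6 or L7). The reads gave a smaller value for sp_v3.0_unigene29757, cytosolic fructose-1,6-bisphosphatase, an enzyme of sucrose synthesis, with 0.38 (standard error 0.22, adjusted p = 0.894 from the exact test, 0.18 without L6) beside 2.97 in the paper. The same held for sp_v3.0_unigene8777, a putative AMP-dependent CoA ligase, with -0.88 (standard error 0.17, adjusted p = 0.0978 from the exact test) beside -2.61. sp_v3.0_unigene34856, a pollen allergen match, had 2.51 beside 3.02, with 2.93 CPM in T3 and 30.3 in T6 (adjusted p = 0.164 from the exact test), and a log2 fold change of 0.93 without T3 and 4.09 without T6.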

The logFC values of these genes had a Spearman correlation coefficient of 0.62 (Fig. 1a). The Spotfire software only used the *adjP.value* (<0.05) or FDR (<0.05) values to divide genes into four categories: ‘False negative’, comprising 374 genes (significant for PINARRAY3 and not significant for RNA-Seq); ‘false positive’, comprising 171 genes (not significant for PINARRAY3 and significant for RNA-Seq); ‘true negative’, comprising 5387 genes (not significant for PINARRAY3 and RNA-Seq); and ‘true positive’, comprising 91 genes (significant for PINARRAY3 and RNA-Seq). Of the total data compared, 90.95 % were concordant between the PINARRAY3 and RNA-Seq (True positives and True negatives) (Fig. 1a). When the DE genes in both platforms were compared with a more restrictive criterion including logFC values (PINARRAY3, logFC > 0.5; *adjP.value* < 0.05. RNA-Seq, logFC > 1, FDR < 0.05), 49 were found to be overexpressed in Tamrabta and 39 were found to be overexpressed in Leiria (Fig. 1b).

To determine the DE genes in each platform, only 6,023 genes could be used for the comparison. Among the 596 DE genes identified using PINARRAY3, 354 genes were differentially expressed according to both analyses and 242 only showed differential expression using PINARRAY3 (Fig. 1c). Moreover, of the 1001 DE genes identified using RNA-Seq, 454 were differentially expressed according to both analyses, and 547 were only differentially expressed according to RNA-Seq (Fig. 1c).

Both methods were validated using qPCR analysis (Fig. 2) of 36 genes, including *Actin* and *EF1A*. 

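Among the genes on the axis of Fig. 2, sp_v3.0_unigene5737, a putative phosphofructokinase, the enzyme that commits sugar to glycolysis, had 31.2 ± 7.23 CPM in Leiria and 50.4 ± 13.8 CPM in Tamrabta (SD, n = 2 each), a log2 fold change of -0.67 (standard error 0.28, adjusted p = 0.376 from limma and 0.476 from edgeR's exact test), which became -0.39 without T6 and -0.44 without L6. The paper's microarray logFC for it is 1.42, over 4 plants per provenance, of which the RNA-Seq values cover 2. sp_v3.0_unigene8540 had 42.2 ± 12.6 CPM in Leiria and 55.6 ± 25.0 CPM in Tamrabta, a log2 fold change of -0.35 (standard error 0.40, adjusted p = 0.734 from limma), which became 0.12 without T6. Another gene with unlike values was sp_v3.0_unigene10193, a match to a cation diffusion facilitator, with -0.52 (standard error 0.15, adjusted p = 0.570 from the exact test) beside the paper's microarray logFC of -3.82. Of the 24 genes of that axis with RNA-Seq values, 7 had a log2 fold change above 0 and 17 below. limma called 0 of them (17 at an unadjusted p under 0.05) and edgeR's quasi-likelihood test 0. At an adjusted p under 0.05, edgeR's exact test had 4 higher in Leiria and 8 higher in Tamrabta, and DESeq2 5 and 9. How the genes of that axis were chosen is not stated. Some may come from these same reads, so the counts are not independent evidence. The exact test had 0 and 4 without L6, 0 and 7 without L7, 4 and 9 without T3, and 2 and 8 without T6. sp_v3.0_unigene5877, without a description, stood lowest, at -3.12 (adjusted p = 6.5e-11 from the exact test), and sp_v3.0_unigene7250, an aspartyl protease match, at -2.71 (adjusted p = 6.2e-05, lost without L6). In Leiria, the putative MADS-box transcription factor sp_v3.0_unigene8464 was higher, at 1.27 (adjusted p = 0.0104 from the exact test, lost without L6 or L7).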

In general, the logFC results obtained via the three methods were similar except for a few cases such as the sp_v3.0_unigene8540 or the sp_v3.0_unigene5737, for which the PINARRAY3 data differed from the qPCR and RNA-Seq data (Fig. 2a). The Pearson correlation between qPCR and PINARRAY3 logFC was significant (*P* = 5.84e-08), with a *r* index of 0.8 (Fig. 2b), and the correlation between qPCR and RNA-Seq logFC was significant (*P* = 1.288e-13), with a *r* index of 0.95 (Fig. 2c).

**Fig. 2:**
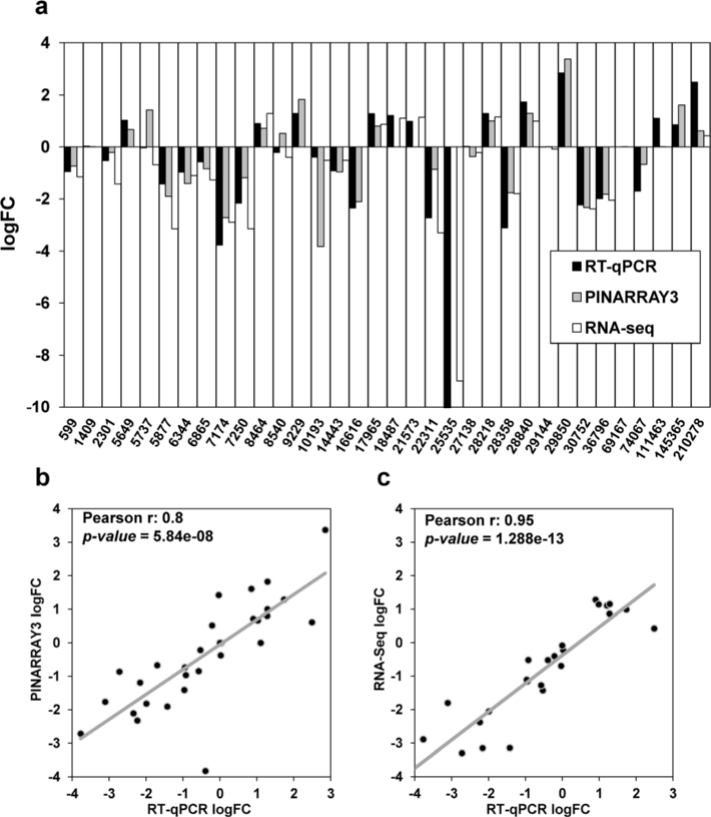
Validation of PINARRAY3 and RNA-Seq analyses by qPCR. **a** Fold changes (logFC) of gene expression in Leiria and Tamrabta provenance samples analyzed using PINARRAY3, RNA-Seq and qPCR are shown. Each gene is identified by its numeric ID in the database SustainPine v3.0. Positive values correspond to higher expression in Leiria samples and negative values to higher expression in Tamrabta samples. **b** Pearson correlation between logFC values determined from PINARRAY3 and qPCR analysis. **c** Pearson correlation between logFC as determined using RNA-Seq and qPCR analyses

### Functional enrichment analysis

Gene function enrichment analysis was performed using the Mapman categories through the sequence annotation file obtained using the Mercator web tool [38]. The enrichment analysis results are shown in Figs. 3 and 4 and in Additional file 2: Table S4. Of the 35 Mapman categories, 32 were represented in the DE genes identified using PINARRAY3, 29 were found among the DE genes identified using RNA-Seq and only 16 fell into the group of common DE genes (Fig. 3). In all cases the most abundant category was “unassigned genes” (Fig. 3). There were 5 categories with significant differences between both provenances as determined using PINARRAY3 (Fisher’s exact test, *P-value <* 0.05): secondary metabolism (16), miscellaneous (26), signaling (30), transport (34) and unassigned genes (35) (Fig. 3a). RNA-Seq analysis yielded 3 categories showing significant differences in a Fisher’s exact test: photosynthesis (1), protein (29) and transport (34) (Fig. 3b). 

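Genes of photosynthesis leaned to Leiria. Of 26 listed, 14 had RNA-Seq values, and all 14 had a log2 fold change above 0, with a median of 0.66 and a range from 0.06 to 1.19 (13 of 14 after quantile normalization). sp_v3.0_unigene210153, the oxygen-evolving enhancer protein 2 of photosystem II, was the 1 member that passed edgeR's exact test, with 269 ± 52.6 CPM in Leiria and 121 ± 44.9 CPM in Tamrabta (SD, n = 2 each, log2 fold change 1.19, standard error 0.33, adjusted p = 0.232 from limma and 0.0260 from edgeR's exact test) and lost the call without L6, L7 or T6. Without T3 the exact test had 2 members higher in Leiria. A chloroplast thylakoid lumen protein, sp_v3.0_unigene27088, had 287 CPM in Leiria and 160.2 in Tamrabta (log2 fold change 0.84, adjusted p = 0.00111 from DESeq2 and 0.0996 from the exact test). Thylakoid lumenal protein 2, sp_v3.0_unigene8356, had 34.6 and 17.3 CPM (0.98, adjusted p = 0.00340 from DESeq2 and 0.173 from the exact test). limma called 0 members (7 at an unadjusted p under 0.05, 2 when adjusted over the list alone), edgeR's quasi-likelihood test 0, and DESeq2 4, all higher in Leiria. The exact test had 6 when adjusted over the list alone; the list was chosen in part on the same RNA and is not independent evidence.

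Lists of ribosomal proteins and of heat shock genes and chaperones were drawn from Table S1, and are not the paper's protein category. Ribosomal proteins with values stood mostly above 0 and the other list mostly below, but few passed a test. Of 30 ribosomal proteins listed, 12 are higher in Leiria and 18 in Tamrabta on the paper's microarray, whatever their p (7 and 5 at its threshold). Only 9 had RNA-Seq values, so they do not stand for the list. Of these 9, 8 had a log2 fold change above 0 (7 after quantile normalization), the largest in sp_v3.0_unigene3479, 60S ribosomal protein L34 (0.92, adjusted p = 0.193 from limma). limma, edgeR's exact test and its quasi-likelihood test each called 0 of them (2 at an unadjusted p under 0.05 by limma, 0 adjusted over the list alone), and DESeq2 called 1, that gene. Without T6 the exact test called 1 of them. The list of heat shock and chaperones also holds the heat shock transcription factors sp_v3.0_unigene969 and sp_v3.0_unigene9219 (-0.71 and -0.65). Of its 9 genes with values, 8 lay below 0, these factors and sp_v3.0_unigene12497, a DnaJ protein, among them (-0.77 for the latter, adjusted p = 0.159 from limma and 3.8e-04 from DESeq2). Another DnaJ protein, sp_v3.0_unigene29728, had 1.12 (0.64 without T6). This list had 0 calls by limma, the exact test and the quasi-likelihood test (3 at an unadjusted p under 0.05 by limma, 0 adjusted over the list alone) and 1 by DESeq2, and without T3 the exact test had 1 in Leiria and 2 in Tamrabta.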

None of the categories were significantly different in the common results (Fig. 3c). Except for the category of unassigned genes (35) in PINARRAY3 and photosynthesis (1) in RNA-Seq, where Leiria showed more significant genes, the rest of significant categories had more significant genes in Tamrabta (Fig. 3). In the remaining categories, the differences between provenances were due to the expression of different genes and not to the number of DE genes (Additional file 2: Table S4), e.g. hormone metabolism (17), RNA (27), protein (29) metabolism and signaling (30).

**Fig. 3:**
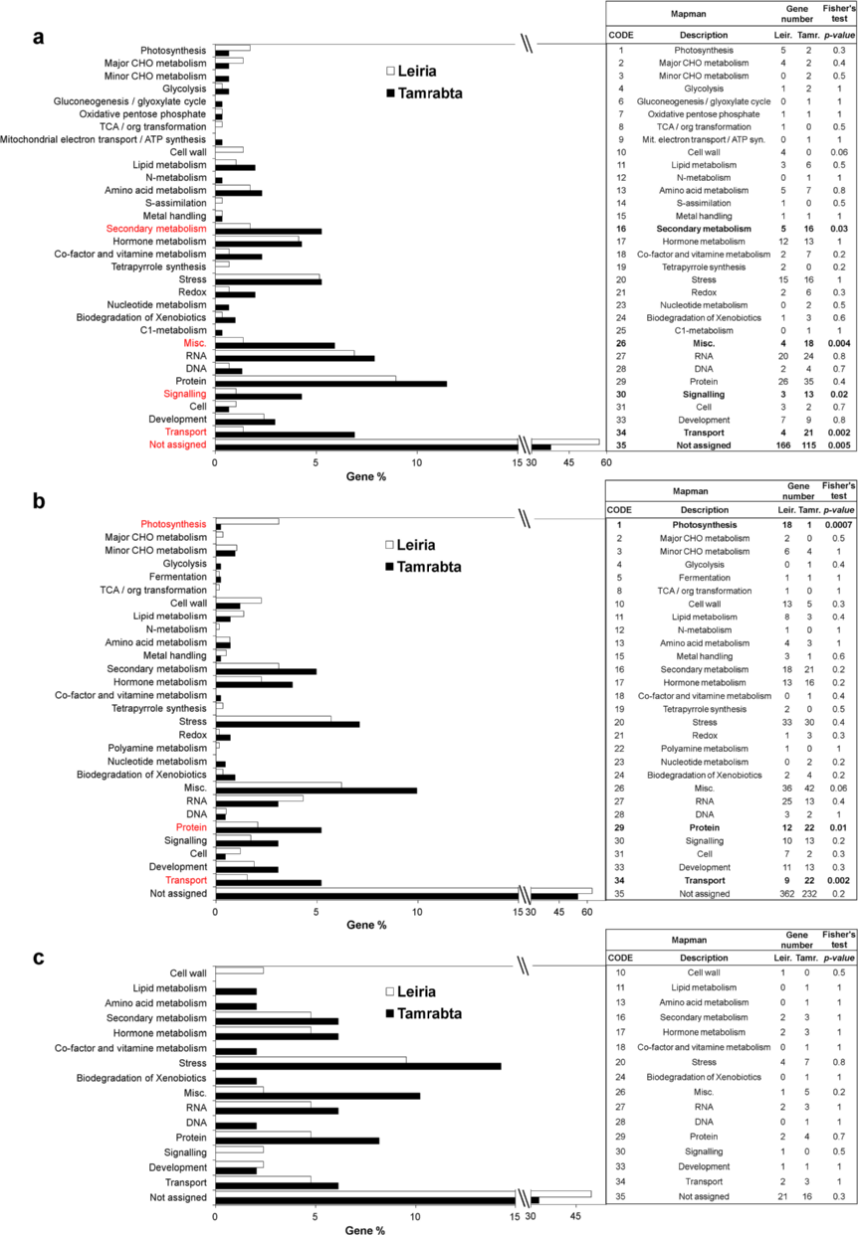
Global functional enrichment analysis of the PINARRAY3 and RNA-Seq results. The horizontal bars represent the percentage of genes included in each functional category. The functional enrichment analysis was based on the functional Mapman categories and performed using the Fisher’s exact test. Significant categories have *P-values <* 0.05. The significant categories are shown in red in graphs and in bold in tables. **a** Functional enrichment analysis for PINARRAY3 results. **b** Functional enrichment analysis for RNA-Seq results. **c** Functional enrichment analysis for significant genes in both PINARRAY3 and RNA-Seq

**Fig. 4:**
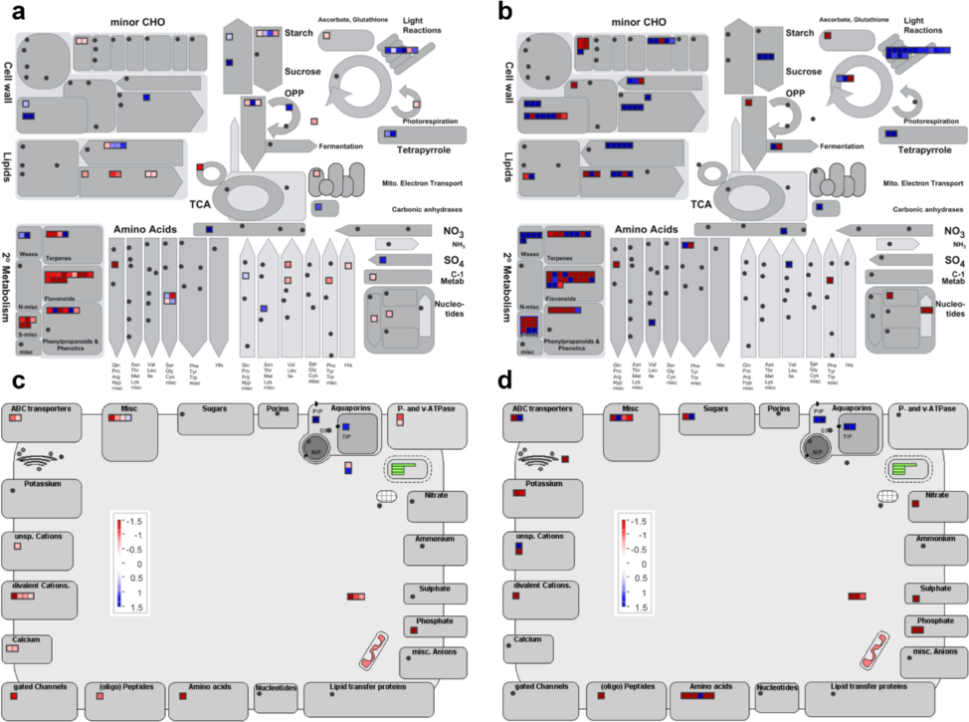
Mapman diagram of the PINARRAY3 and RNA-Seq results. The results of the differentially expressed genes in the PINARRAY3 and RNA-Seq analyses are presented. Red boxes represent genes with higher expression in Tamrabta samples and blue boxes represent genes with higher expression in Leiria samples. The expression of the genes involved in “metabolism” category is presented in the panels as follows: **a** PINARRAY3 and **b** RNA-Seq. The expression of genes belonging to the enriched functional category “transport” is presented in the panels as follows: **c** PINARRAY3 and **d** RNA-Seq

To further examine the DE genes involved in metabolism and transport, the results were represented in Mapman (Fig. 4). 

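Phenylpropanoid and flavonoid genes split, with more of them higher in Tamrabta. Of the 9 with values, 4 were higher in Tamrabta and 1 in Leiria by edgeR's exact test, and 4 and 2 by DESeq2. A cinnamoyl-CoA reductase, sp_v3.0_unigene23552, of the monolignol pathway, reached 39.4 ± 12.0 CPM in Leiria and 227 ± 43.9 CPM in Tamrabta (SD, n = 2 each, log2 fold change -2.53, standard error 0.28, adjusted p = 0.0744 from limma and 7.6e-10 from edgeR's exact test). In the other direction, sp_v3.0_unigene16601, a phenylcoumaran benzylic ether reductase of lignan synthesis, had 22.2 ± 9.70 CPM in Leiria and 1.95 ± 0.374 CPM in Tamrabta (SD, n = 2 each, log2 fold change 3.15, standard error 0.37, adjusted p = 0.0796 from limma and 6.0e-08 from edgeR's exact test). limma called 0 (6 at an unadjusted p under 0.05, 4 in Tamrabta and 2 in Leiria when adjusted over the list alone), edgeR's quasi-likelihood test 0. Without L6 the exact test had 2 in Tamrabta and 1 in Leiria. Of the 5 isoprenoid and carotenoid genes with values, 1 was higher in Leiria and 0 in Tamrabta by the exact test and by DESeq2: sp_v3.0_unigene13480, carotenoid cleavage dioxygenase 4, with 269 ± 72.3 CPM in Leiria and 59.6 ± 28.4 CPM in Tamrabta (SD, n = 2 each, log2 fold change 2.22, standard error 0.41, adjusted p = 5.2e-06 from the exact test). The remaining 4 lay between -0.05 and 0.51; limma and the quasi-likelihood test called 0 (2 at an unadjusted p under 0.05 by limma, 1 adjusted over the list alone).

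Cell wall genes were higher in Leiria where they passed. Of 6 with values, 3 did so by the exact test, 0 were higher in Tamrabta, and DESeq2 called 2. They were the xyloglucan endotransglycosylase sp_v3.0_unigene17479, which loosens the wall (325 ± 3.15 CPM in Leiria and 101 ± 61.0 CPM in Tamrabta, log2 fold change 1.82, standard error 0.46, adjusted p = 0.00198 from the exact test, 1.17 without T3), a second enzyme of this kind, sp_v3.0_unigene53124 (1.66, adjusted p = 0.0278), and the extensin-like sp_v3.0_unigene145800 (3.73, adjusted p = 0.0321), which had 0.159 CPM in T3 and 5.31 in T6, a log2 fold change of 2.16 without T3 and an adjusted p of 0.394 from DESeq2. limma and the quasi-likelihood test called 0 of them (4 at an unadjusted p under 0.05 and adjusted over the list alone by limma), and the exact test called 0 without L6 or L7 and, without T3, 2 in Leiria and 1 in Tamrabta. Genes of starch, sugars and glycolysis lay the other way: 7 of 8 with values had a log2 fold change below 0, among them an enolase, sp_v3.0_unigene10849 (-0.95, adjusted p = 0.0550 from the exact test and 0.0109 from DESeq2), a beta-amylase, sp_v3.0_unigene175 (-0.59, and -0.38 without L7), and an alpha-amylase-like protein, sp_v3.0_unigene160591 (-1.10). limma, the exact test and the quasi-likelihood test called 0 of these (3 at an unadjusted p under 0.05 by limma, 0 adjusted over the list alone), and DESeq2 the enolase, and without T3 the exact test had 1 in Tamrabta. These lists come from Table S1 and are not independent evidence of their direction. Genes found by RNA-Seq alone could not enter them, so they are only a part of the paper's categories.

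**Figure D1:**
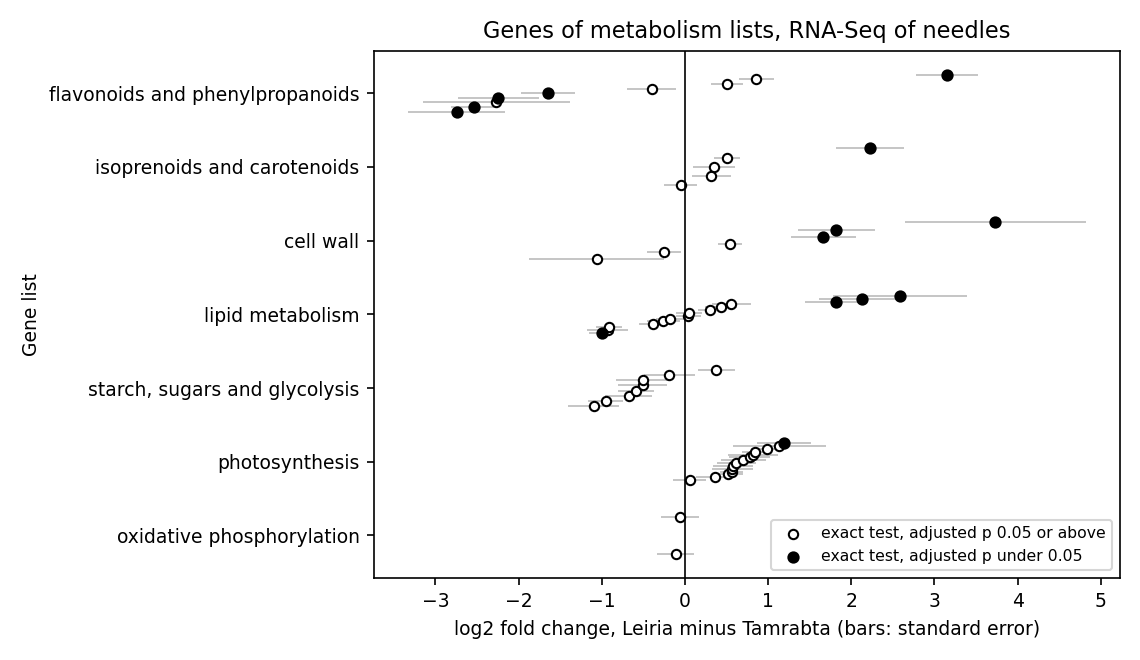
Log2 fold change of each gene with RNA-Seq values (x axis, Leiria minus Tamrabta, on log2(CPM + 0.5)) in 7 lists of metabolism genes (y axis); bars are standard errors from limma with 2 libraries per provenance, and filled points have an adjusted p under 0.05 from edgeR's exact test. The 14 photosynthesis genes lie right of 0 (13 after quantile normalization) and 7 of the 8 genes of starch, sugars and glycolysis left of it.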

The secondary metabolism genes (phenylpropanoids, flavonoids and isoprenoids) were enhanced in the Tamrabta provenance compared to the Leiria provenance and genes involved in carbon metabolism (cell wall, lipid biosynthesis, glycolysis, starch metabolism and photosynthesis) were upregulated in Leiria (Fig. 4a and b). 

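Both genes of oxidative phosphorylation with RNA-Seq values, of 5 listed, stood at nearly equal levels in the provenances. sp_v3.0_unigene311, an NADH dehydrogenase subunit, had 333 ± 64.1 CPM in Leiria and 358 ± 47.2 CPM in Tamrabta (SD, n = 2 each, log2 fold change -0.11, standard error 0.22, adjusted p = 0.856 from limma). sp_v3.0_unigene29893, the PSST subunit of the same complex I of the respiratory chain, had 285 ± 38.2 CPM in Leiria and 299 ± 61.2 CPM in Tamrabta (log2 fold change -0.06, standard error 0.22, adjusted p = 0.928 from limma). limma, edgeR's exact and quasi-likelihood tests and DESeq2 each called 0 of the 2 (0 at an unadjusted p under 0.05, 0 adjusted over the list alone), and the sign of both turned without L7 or without T3. The pathway's other genes in the rows of Table S1 not used here were not examined.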

When depicted using the KEGG metabolic maps, the higher expression in Tamrabta of genes from the oxidative phosphorylation pathway was especially prominent (Additional file 1: Figure S4). In addition, the UDP-glycosyltransferases were differentially expressed in Tamrabta (Additional file 2: Table S4). 

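All 4 UDP-glycosyltransferases with RNA-Seq values, of 10 listed, had a log2 fold change below 0. sp_v3.0_unigene6106 reached 40.6 ± 2.65 CPM in Leiria and 142 ± 3.12 CPM in Tamrabta (SD, n = 2 each, log2 fold change -1.80, standard error 0.14, adjusted p = 0.0503 from limma and 2.3e-06 from edgeR's exact test). sp_v3.0_unigene7174, also among the largest differences on the microarray, had 7.30 ± 1.42 CPM in Leiria and 54.0 ± 31.7 CPM in Tamrabta (log2 fold change -2.68, standard error 0.47, adjusted p = 9.8e-07 from the exact test), with 31.6 CPM in T3 and 76.4 in T6. sp_v3.0_unigene93635 and sp_v3.0_unigene44096 had -0.87 and -1.19 and did not pass (adjusted p = 0.207 and 0.141 from the exact test). The latter had 8.22 CPM in T3 and 27.6 in T6, and a log2 fold change of -0.35 without T6 and -2.03 without T3. edgeR's exact test thus had 2 higher in Tamrabta, 4 when it was adjusted over the list alone and 4 without T3, and DESeq2 had 3. limma called 0 (3 at an unadjusted p under 0.05 and adjusted over the list alone) and edgeR's quasi-likelihood test 0. The list was drawn from microarray values that rest in part on the same RNA, and reads of such similar enzymes can be shared.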

With the exception of aquaporins, which were more abundant in Leiria than in Tamrabta, transport-related genes were more abundant in Tamrabta (Fig. 4b and c).

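Both aquaporins with RNA-Seq values, of 5 listed, were higher in Leiria by edgeR's exact test. On the paper's microarray 3 of the 5 are higher in Leiria and 2 in Tamrabta, whatever their p (2 and 0 at its threshold). The 2 with RNA-Seq values are those that pass there, so their direction is not independent evidence. sp_v3.0_unigene126785, a probable aquaporin, had 212 ± 36.3 CPM in Leiria and 87.9 ± 27.9 CPM in Tamrabta (SD, n = 2 each, log2 fold change 1.30, standard error 0.29, adjusted p = 0.173 from limma and 0.00715 from edgeR's exact test). The tonoplast intrinsic protein sp_v3.0_unigene7121, a water channel of the vacuole, had 39.4 ± 4.70 CPM in Leiria and 15.9 ± 2.33 CPM in Tamrabta (log2 fold change 1.28, standard error 0.20, adjusted p = 0.0251 from the exact test). limma called 0 of the 2 (both at an unadjusted p under 0.05 and adjusted over the list alone), edgeR's quasi-likelihood test 0 and DESeq2 2, and the exact test called 0 without L6 or without L7 and 1 without T3.

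Of 67 other membrane transporters listed, 49 are higher in Tamrabta and 18 in Leiria on the paper's microarray, whatever their p (18 and 4 at its threshold). Of the 36 tested here, 25 had a log2 fold change below 0 and 11 above (28 and 8 after quantile normalization, 26 and 10 after median-ratio rescaling), with a median of -0.49. The exact test had 6 higher in Tamrabta and 0 higher in Leiria, DESeq2 9 and 0. The MATE efflux protein sp_v3.0_unigene18734 had 168 ± 4.47 CPM in Leiria and 472 ± 54.1 CPM in Tamrabta (log2 fold change -1.48, standard error 0.17, adjusted p = 1.4e-04 from the exact test). sp_v3.0_unigene30176, a component of high-affinity nitrate uptake, had 4.63 ± 2.62 CPM in Leiria and 21.1 ± 3.91 CPM in Tamrabta (log2 fold change -2.16, standard error 0.43, adjusted p = 0.00245 from the same test). The mitochondrial FAD carrier sp_v3.0_unigene6157, the peptide/nitrate transporter sp_v3.0_unigene42268, the MATE protein sp_v3.0_unigene13039 and the chloroplast anion transporter sp_v3.0_unigene35043 had log2 fold changes of -1.64, -1.66, -1.17 and -1.71. Without T6 the last 2 stood at -0.71 and -0.65, and without T3 the anion transporter stood at -2.77. limma called 0 transporters (2 in Leiria and 13 in Tamrabta at an unadjusted p under 0.05, 1 in Tamrabta when adjusted over the list alone) and the quasi-likelihood test 0. The exact test's call was lost without L6 for the nitrate component, without L7 for the FAD carrier, without L6 or L7 for sp_v3.0_unigene18734, and without L6, L7 or T6 for the other 3. Its count was 1 without L6 or without L7, 12 without T3 and, without T6, 4 in Tamrabta and 1 in Leiria, and the list is no independent evidence of its direction.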

Based on the PINARRAY3 and RNA-Seq analyses, genes involved in light sensing or circadian rhythms were well represented in the group of DE genes. 

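Of the 9 genes of light signalling and the circadian clock that the paper names, 8 had RNA-Seq values, 6 of them with a log2 fold change below 0 and 2 above. edgeR's exact test had 5 higher in Tamrabta and 2 higher in Leiria at an adjusted p under 0.05, and DESeq2 6 and 2. limma called 0 (all 8 at an unadjusted p under 0.05 and adjusted over the list alone) and edgeR's quasi-likelihood test 0. The paper named these genes from its microarray and RNA-Seq results, the latter from these same reads. Their counts are thus not independent evidence. Leaving out L6, L7, T3 and T6, the exact test had 1, 3, 4 and 6 higher in Tamrabta and 0, 0, 2 and 0 in Leiria. Of 4 further light and clock genes described in Table S1, 2 had values: the CONSTANS-like 15 match sp_v3.0_unigene6381, of the photoperiod pathway, with 0.68 (adjusted p = 0.336 from the exact test), and the B-box protein sp_v3.0_unigene34392 with 0.26 (0.13 without L7). The paper's microarray logFC for the first, over 4 plants per provenance, has the other sign, -0.52 (adjusted p = 0.0209 from the paper's limma). For the B-box protein it is 0.87 (adjusted p = 0.0720 from the paper's limma). limma, the exact test, the quasi-likelihood test and DESeq2 called 0 of these 2 (1 at an unadjusted p under 0.05 by limma and adjusted over the list alone).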

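The orthologue of the morning clock gene LHY/CCA, sp_v3.0_unigene28840, stood at 115 ± 0.231 CPM in Leiria and 57.9 ± 8.20 CPM in Tamrabta (SD, n = 2 each, log2 fold change 0.99, standard error 0.17, adjusted p = 0.124 from limma and 0.0446 from edgeR's exact test). Its CPM was 115 in L6 and 115 in L7, above the 63.7 in T3 and 52.1 in T6. DESeq2 gave an adjusted p of 5.4e-04. The log2 fold change was 0.99 without L6 or without L7, 1.14 without T3 and 0.85 without T6. The exact test's call was lost without L6, L7 or T6. sp_v3.0_unigene5649, the orthologue of GIGANTEA, was not analysed here.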

Although the orthologues of *GIGANTEA* (sp_v3.0_unigene5649) and *LHY/CCA* (sp_v3.0_unigene28840) were expressed at higher levels in Leiria, the rest of the genes involved in these processes were expressed more highly in Tamrabta than in Leiria (Fig. 5). Examples include *PRR7* (sp_v3.0_unigene2301), *ELF3* (sp_v3.0_unigene6344), *HY5* (sp_v3.0_unigene6865), *FT* (sp_v3.0_unigene22311), chalcone synthase (sp_v3.0_unigene30752), *ELIP* (sp_v3.0_unigene97042) and *PAP2* (sp_v3.0_unigene37920). 

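Chalcone synthase, sp_v3.0_unigene30752, the entry enzyme of flavonoid synthesis, had the lowest adjusted p of these genes by edgeR's exact test, with 19.7 ± 8.16 CPM in Leiria and 102 ± 2.56 CPM in Tamrabta (SD, n = 2 each, log2 fold change -2.41, standard error 0.32, adjusted p = 0.0884 from limma and 1.0e-07 from edgeR's exact test). It kept its call by the exact test without each of the 4 libraries. HY5, sp_v3.0_unigene6865, a transcription factor of light responses, had 38.1 ± 1.94 CPM in Leiria and 91.9 ± 3.22 CPM in Tamrabta (log2 fold change -1.26, standard error 0.14, adjusted p = 0.00381 from the exact test). FT, sp_v3.0_unigene22311, described as a terminal flower-like protein, had 4.70 and 7.40 CPM in T3 and T6 and 0.0550 and 1.16 in L6 and L7 (log2 fold change -2.74, standard error 0.60, adjusted p = 0.00628 from the exact test). PRR7, sp_v3.0_unigene2301, a clock repressor, was at 500.0 and 496 CPM in T3 and T6 and at 109 and 262 in L6 and L7, so the libraries of Leiria lay farther apart than those of Tamrabta (log2 fold change -1.56, standard error 0.45, adjusted p = 0.0115 from the exact test). ELIP, sp_v3.0_unigene97042, a protein of the response to strong light, had -1.22 (standard error 0.36, adjusted p = 0.0234 from the exact test). ELF3, sp_v3.0_unigene6344, had 18.6 ± 3.03 CPM in Leiria and 39.9 ± 2.86 CPM in Tamrabta (log2 fold change -1.09, standard error 0.19) and passed DESeq2 (adjusted p = 6.0e-04) but not the exact test (adjusted p = 0.0760). PAP2, sp_v3.0_unigene37920, which Table S1 describes as an ARF-domain transcription factor, stood higher in Leiria, at 666 ± 62.9 CPM in Leiria and 332 ± 84.7 CPM in Tamrabta (log2 fold change 1.02, standard error 0.25, adjusted p = 0.0446 from the exact test). By limma and by DESeq2 HY5 had the lowest adjusted p, 0.0744 and 1.3e-08, and by limma the highest was 0.255 for ELIP. The exact test's call was lost without L6 for PRR7 (log2 fold change -0.92) and FT, without L6 or L7 for HY5, without L6, L7 or T3 for ELIP and without L6, L7 or T6 for PAP2.

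**Figure D2:**
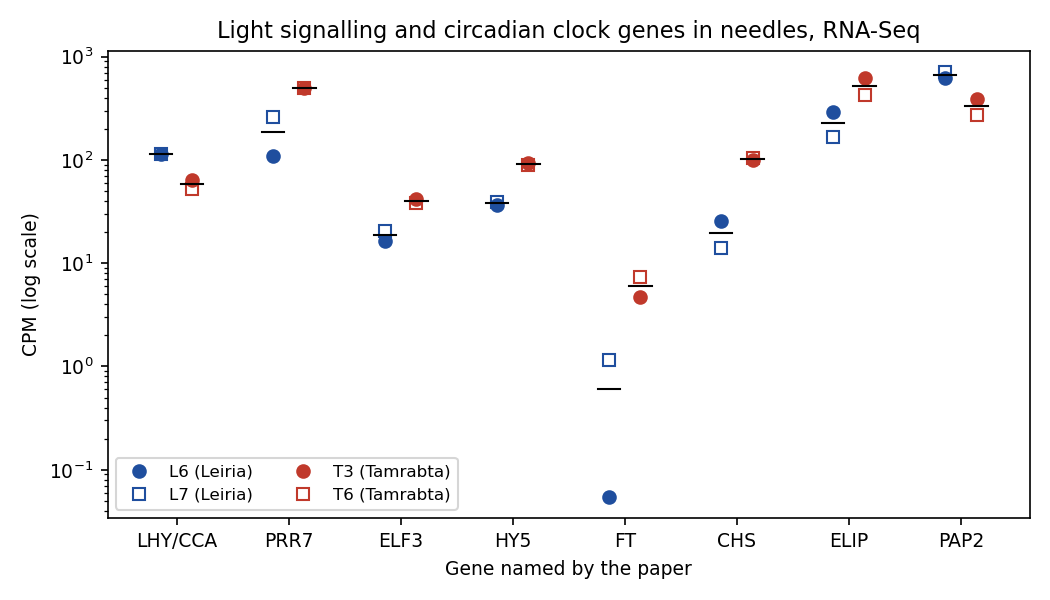
CPM of the 8 light and clock genes with RNA-Seq values (x axis) on a log scale (y axis); each point is 1 library, with circles and squares for the 2 libraries of a provenance, and the black lines are the means of Leiria and of Tamrabta. Tamrabta lies above Leiria for PRR7, ELF3, HY5, FT, chalcone synthase (CHS) and ELIP, and below it for LHY/CCA and PAP2.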

The qPCR and transcriptomic expression data for this group of genes were consistent, as shown in Fig. 5.

**Fig. 5:**
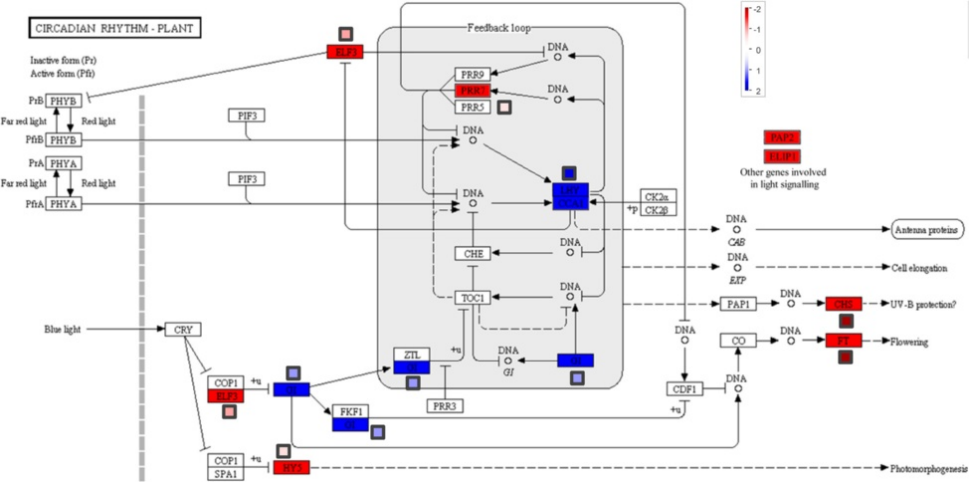
KEGG representation of the plant circadian rhythm including DE genes. Schematic view of the regulation pathway of the plant circadian rhythm including DE genes from PINARRAY3 and RNA-Seq. Red boxes indicate genes with higher expression in Leiria samples and green lines indicate genes with higher expression in Tamrabta samples. Mapman boxes show the logFC results from the qPCR analysis

### Levels of secondary metabolites and hormones

The differential expression of genes coding for enzymes involved in secondary metabolism prompted us to determine the relative levels of flavonoids and phenylpropanoids in the two maritime pine provenances (Fig. 6) using two different methods previously reported [39, 40]. Although the traditional AlCl_3_ method cannot detect flavanones, it is used for quantification of total flavonoids. The 2,4-dinitrophenylhydrazine colorimetric method measures flavanones independently of other of flavonoids [40]. There were no significant differences in flavonoid and phenylpropanoid accumulation between Leiria and Tamrabta, although the amounts were slightly higher in Leiria (Fig. 6). However, there was a significant difference in the accumulation of flavanones, with significantly higher levels present in Leiria than in Tamrabta (Fig. 6).

**Fig. 6:**
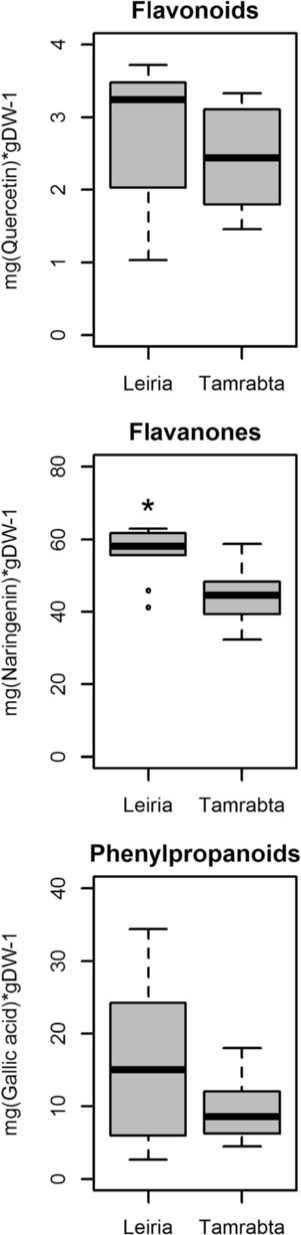
Flavonoids and phenylpropanoids in the needles of Leiria and Tamrabta. Boxplots show the levels of total flavonoids, flavanones and phenylpropanoids in needles from the Leiria and Tamrabta provenances. Significant differences were calculated using Student’s *t*-test. Significant differences are shown with a single asterisk for *P-values <* 0.05

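Among 15 genes of hormone metabolism and response with RNA-Seq values, gibberellin receptors of the GID1 type went in both directions. sp_v3.0_unigene128920 was higher in Tamrabta, with 2.87 ± 1.62 CPM in Leiria and 19.4 ± 5.77 CPM in Tamrabta (SD, n = 2 each, log2 fold change -2.62, standard error 0.44, adjusted p = 0.124 from limma and 1.0e-04 from edgeR's exact test); the exact test's call was lost without L7. sp_v3.0_unigene7655 had -0.76 and sp_v3.0_unigene1944 1.20 (adjusted p = 0.190 and 0.137 from the exact test). A match to an ethylene-responsive element binding factor, sp_v3.0_unigene28218, was higher in Leiria by DESeq2 alone, with 1.12 (standard error 0.18, adjusted p = 4.0e-04 from DESeq2 and 0.113 from the exact test). Of the 15, 8 had a log2 fold change above 0 and 7 below. limma called 0 (4 in each direction at an unadjusted p under 0.05, 4 in Leiria and 2 in Tamrabta when adjusted over the list alone), the quasi-likelihood test of edgeR 0, its exact test 0 in Leiria and 1 in Tamrabta, and DESeq2 3 and 2. Without T3 the exact test had 3 and 2, and the list was chosen in part on the same RNA.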

Because the hormone metabolism category included a high number of DE genes (25 genes in PINARRAY3 and 29 in RNA-Seq) (Fig. 3), hormone levels were determined in the needles of Leiria and Tamrabta. This included measurement of abscisic acid, castasterone, cytokinins, gibberellins, indoleacetic acid, jasmonic acid, salicylic acid and an evaluation of the relationship between indoleacetic acid and cytokinins. Significant differences were observed for abscisic acid (ABA), gibberellins (GAs), jasmonic acid (JA) and salicylic acid (SA), and the levels were always higher in Leiria than in Tamrabta (Fig. 7).

**Fig. 7:**
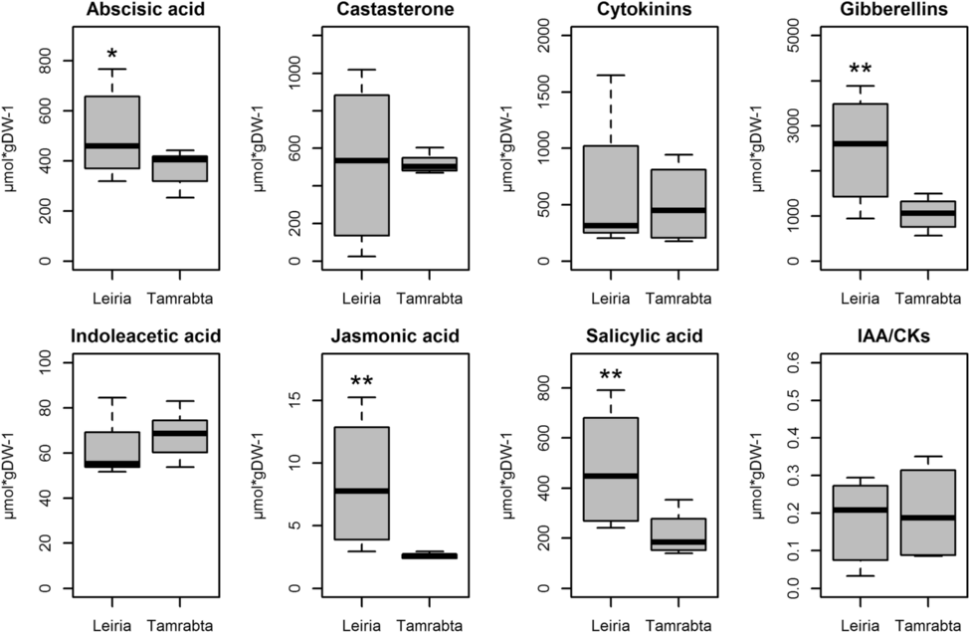
Hormones in the needles of Leiria and Tamrabta. Boxplots show the levels of asbcisic acid (ABA), castosterone, cytokinins, gibberellins (GAs), indoleacetic acid (IA), jasmonic acid (JA) and salicylic acid (SA) and the indoleacetic acid:cytokinins index in needles from the Leiria and Tamrabta provenances. Significant differences were calculated using Student’s *t*-test. Significant differences are shown with a single asterisk for *P-values <* 0.05 and two asterisks for *P-values <* 0.01

## Discussion

### Comparison of PINARRAY3 and RNA-Seq data

In this study, we used two different approaches for transcriptome profiling in maritime pine (*Pinus pinaster*): microarray (PINARRAY3) analysis and RNA-Seq. These two approaches were based on the *de novo* assembly of transcriptome data available at SustainPineDB, the *P. pinaster* gene expression database [15], and proved to be powerful tools for producing reliable functional results with a good correlation (Fig. 1). The comparison of microarray and RNA-Seq data with data obtained from qPCR analysis showed very strong correlations, validating the power of both techniques’ analysis of gene expression on a genome-wide scale. The qPCR data support the differential expression of genes that were only identified in PINARRAY3 and also of genes that were only identified in RNA-Seq (Fig. 5). All these data indicate that the selected genes were not false positives and further suggest a low number of false positives in our transcriptomic analyses. However, RNA-Seq presented better correlations with qPCR than did PINARRAY3 (Fig. 2). This may indicate technical limitations of microarray analysis due to the use of nucleotide hybridization, which can introduce biases such as cross-hybridization of multiple labeled target transcripts to the same probe, increasing the rate of false positives and diminishing the quantification precision in regard to RNA-Seq. Despite the low number of biological replicates (2) in the RNA-Seq compared to microarray method (4), the reliability of the results supports further use of RNA-Seq [41].

RNA-Seq and microarray analysis have been proposed to be complementary methods for transcriptome profiling [42]. Although PINARRAY3 and the RNA-Seq reference transcriptomes represent approximately 90 % of the protein-coding genes of maritime pine and both were selected from the same database (SustainPineDB), the methods for contig selection were different resulting in different sequence pools as reflected in Fig. 1. This is due to the lack of complete and reliable gene annotation in conifers, although the sequencing and assembly of three genomes have recently been published [16–18]. The lack of a reference genome hinders the implementation of sequencing-based techniques, such as RNA-seq, in genome-wide analyses and supports the use of de novo assemblies for RNA-seq studies [19–21]. Nevertheless, SustainPineDB has yielded good results, thereby validating the database construction and making the microarray and RNA-Seq data more comparable.

### Analysis of the Leiria and Tamrabta transcriptomes

PINARRAY3 and RNA-Seq were used to compare transcriptomes from the needles of two different *P. pinaster* provenances, Leiria and Tamrabta, which have different geographical origins and phenotypes (Additional file 1: Figure S1 and S2). *P. pinaster* is a forest tree species with a fragmented distribution that limits gene flow between populations and likely increase the genetic divergence between ecotypes [43–45]. However, a recent study about resistance to cavitation in *P. pinaster* has shown that genetic and phenotypic differentiation for certain traits are limited [46]. Leiria and Tamrabta were grown in the same place under the same environmental conditions and, consequently, few differences in gene expression were observed between the two provenances (Fig. 1). 

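The genes called between Leiria and Tamrabta made up 0.253% of the contigs tested by limma, 5.80% by edgeR's exact test and 6.16% by DESeq2. Between 2 libraries the root mean square difference of log2(CPM + 0.5) was 0.502 for the Leiria pair and 0.699 for the Tamrabta pair. The 4 pairs across provenances lay between 0.803 for L7 and T6 and 0.875 for L6 and T6. The mean distance across provenances was thus 1.40 times the mean distance within them, a ratio that was not tested. From the common place and conditions of growth, the paper reasons that few differences in expression between the provenances followed.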

The percentage of DE genes was very similar in the two platforms used (5.5 % for PINARRAY3 and 5.7 % for RNA-Seq), confirming the reliability of both genomic tools for transcriptome analysis in maritime pine samples

The analysis of functional categories revealed differences in adaptation responses to environmental conditions between the two maritime pine provenances. In general, metabolite transport appeared to be increased in Tamrabta. However, the increased expression of aquaporins (*AQP*) in Leiria suggest significant differences in the management of water and CO_2_ (Fig. 4). It has been observed that *AQP*-overexpressing plants have higher photosynthetic rates and faster growth [47, 48]. Consistent with these observations, Leiria grew taller and showed increased expression of photosynthesis-related genes compared to Tamrabta (Figs. 3 and 4, Additional file 1: Figure S1). Phenologically, Leiria matures earlier than Tamrabta, especially in unfavorable conditions such as cold weather. However, under optimal conditions Tamrabta completes its growth cycle more rapidly. To compensate for its weaker adaptive capacity, Tamrabta has evolved to complete the growth cycle during periods of favorable light and temperature. In contrast, Leiria, which is more suited to Atlantic conditions, grows for a longer period and reaches a greater height. However, the higher GA content in Leiria correlates with increased elongation rather than an increase in the number of whorls.

The precedent findings suggest that Leiria tends to use more water (water expender) and that Tamrabta uses less (water saver). Water saver plants reduce gas conductance and transpiration by maintaining constant minimum relative water content and leaf water potential under conditions of water stress. This results in decreased photosynthesis and lower growth rates. In contrast, water expender plants always maintain a high evaporative demand, allowing a decrease in leaf water content during drought to maintain high photosynthesis and growth rates [49]. Unsurprisingly, the water saver strategy is typical of plants from arid zones, and plants without water supply problems usually adopt the water expender behavior. Moreover, Leiria demonstrated no down-regulation of AQP gene expression in response to ABA and accumulated higher levels of AQP, which is an additional characteristic of water expender plants (Figs. 4 and 7). This suggests that even drought-tolerant species can have different intraspecific responses to water stress. It has been observed that *Pinus radiata* (*Pinaceae*) has an ABA-driven stomatal closure during water stress, which is a typical water saving behavior. In contrast, in *Callitris rhomboidea* (*Cupressaceae*), stomatal closure is induced by increased ABA levels, which decline with prolonged water stress. Therefore, the stomatal closure in this species is driven by water potential, which is a water-expender behavior [50]. Because Leiria and Tamrabta were grown under the same conditions, the differential response observed may be explained by the high plasticity of the response of *P. pinaster* to environmental conditions, and this response would possibly be under genetic and epigenetic control.

Consistent with the argument above, the DE gene and functional enrichment analyses also suggest that the adaptations provide different capacity to sense environmental conditions. Therefore, the differential expression of several genes involved in light signaling may result from this phenomenon (Fig. 5, Additional file 2: Table S4). Moreover, the differences in the accumulation of hormones such as ABA, JA and SA (Fig. 7) that are involved in UV-B responses also support this hypothesis [51]. The finding of different hormone levels between provenances is according with previous works about JA accumulation in *P. pinaster* [35]. Because the latitudes of the maritime pine provenances studied here are very different, their responses to photoperiod and light intensity must also be different. Among conifer populations from different latitudes, an allele frequency cline and divergent expression patterns of *FTL2*, a member of the *TERMINAL FLOWER 1* gene family involved in the photoperiod sensing, has been observed in Norway spruce and Scots pine [52, 53]. In the present study, one member of the *TERMINALFLOWER 1* family, *FLT1* (sp_v3.0_unigene22311), was overexpressed in Tamrabta (Fig. 5, Additional file 2: Table S4). Based on our results, the higher expression of the conifer *LHY-CCA1* homolog gene (sp_v3.0_unigene28840) in Leiria may indicate different adaptation to light conditions between provenances (Fig. 5). It is known that *LHY* (AT1G01060) and *CCA1* (AT2G46830) are transcription factors involved in the circadian clock and cold acclimation in *Arabidopsis* [54]. However, in *Picea abies* the unique conifer *LHY/CCA1* homolog (KC311521) showed diurnal expression cycles but no strong circadian clock, with rapid dampening in free-running conditions [55]. Because the epigenetic control of these signaling routes is well known [22], it is conceivable that the differences observed between Leiria and Tamrabta may be partially due to epigenetic responses since this work has been made with clonal propagated individuals grown in a greenhouse under the same environmental conditions.

An additional indication of the higher adaptive capacity of Leiria to varying growth conditions is the profile of DE genes involved in lipid metabolism. 

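Lipid genes went in both directions. The 3-ketoacyl-CoA synthases sp_v3.0_unigene10372 and sp_v3.0_unigene8057, which elongate the acyl chains of waxes, were higher in Leiria by edgeR's exact test, the first going from 2.62 ± 2.84 CPM in Tamrabta to 14.4 ± 5.50 in Leiria and the other from 6.49 ± 4.34 to 27.2 ± 5.77 (SD, n = 2 each, log2 fold changes 2.59 and 2.12, adjusted p = 0.0341 and 0.00634 from the exact test and 0.0785 and 0.00691 from DESeq2). Without T3 the first stood at 1.49 and the other at 1.45, and without T6 at 3.69 and 2.80. A long-chain acyl-CoA synthetase, sp_v3.0_unigene34128, had 1.81 (standard error 0.36, adjusted p = 0.00510 from the same test). sp_v3.0_unigene7771, an acyl-CoA dehydrogenase by its best match, which is bacterial, had -1.00 (adjusted p = 0.0450 from the exact test), and the 3-ketoacyl-CoA thiolase sp_v3.0_unigene1885, the last step of beta-oxidation, -0.91 (adjusted p = 0.0508 from the exact test and 2.9e-04 from DESeq2). Of 14 lipid genes with values, the exact test had 3 in Leiria and 1 in Tamrabta, and DESeq2 2 and 3. limma called 0 (3 in each direction at an unadjusted p under 0.05, 2 in Leiria and 3 in Tamrabta when adjusted over the list alone), edgeR's quasi-likelihood test 0. The exact test called 0 without L6 or without L7, 2 in Leiria and 3 in Tamrabta without T3 and 3 and 2 without T6, and the list comes from the paper's microarray table.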

In Tamrabta, genes encoding enzymes directly involved in the oxidative phosphorylation and membrane proteins involved in the ATP/energy metabolism associated to oxidative phosphorylation were overexpressed (Fig. 4, Additional file 1: Figure S4, Additional file 2: Table S4). This type of response is induced during winter when the energy produced by photosynthesis decreases, necessitating new sources of energy [25, 27, 29–31]. In addition, the levels of the growth hormones GA were lower in Tamrabta (Fig. 7), and GA synthesis in plants is known to be inhibited by cold [56]. Taken together, these results suggest that southern provenances may respond more slowly to photoperiod as previously observed in Norway spruce and Scots pine [53].

Consistent with these findings the accumulation of flavanones (a type of flavonoids) was higher in Leiria than in Tamrabta (Fig. 6). In plants flavonoid amount and profile can change due to UV-B stress mediated by hormones such as ABA, JA and SA [51]. However, several genes involved in secondary metabolism, mainly in the biosynthesis of flavonoids, were expressed at higher levels in Tamrabta than in Leiria (Figs. 3 and 4, Additional file 2: Table S4). These results suggest that the difference in flavonoid profiles between Tamrabta and Leiria is due to genetic and/or epigenetic differences in their response to environmental stimuli. Accordingly, the miscellaneous category of genes (26) contains an important representation of genes for UDP-glycosyltransferases and glutathione-S-transferases, which are more expressed in the Tamrabta provenance (Fig. 3, Additional file 2: Table S4). 

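Enzymes late in the flavonoid pathway were among the genes higher in Tamrabta by edgeR's exact test. Dihydroflavonol 4-reductase, sp_v3.0_unigene93947, had 3.53 ± 0.686 CPM in Leiria and 12.4 ± 4.37 CPM in Tamrabta (SD, n = 2 each, log2 fold change -1.65, standard error 0.32, adjusted p = 0.145 from limma and 0.0156 from the exact test). Anthocyanidin reductase, sp_v3.0_unigene28159, which makes the flavan-3-ols of condensed tannins, had 3.93 ± 1.71 CPM in Leiria and 21.1 ± 10.7 CPM in Tamrabta (log2 fold change -2.24, standard error 0.48, adjusted p = 0.00101 from the exact test). The O-methyltransferases of this list, whose place in the pathway is not given, went in both directions. sp_v3.0_unigene105542 had 2.67 ± 2.03 CPM in Leiria and 19.3 ± 7.92 CPM in Tamrabta (log2 fold change -2.75, standard error 0.58, adjusted p = 4.5e-04 from the exact test), while sp_v3.0_unigene11023, of the same best match and named after its values were seen, was higher in Leiria by DESeq2 alone (log2 fold change 0.86, standard error 0.21, adjusted p = 0.0378 from DESeq2 and 0.431 from the exact test). sp_v3.0_unigene28358, a further phenylcoumaran benzylic ether reductase, was at 21.6 CPM in L6 and 3.20 in L7 (log2 fold change -2.27, standard error 0.89, adjusted p = 0.0947 from the exact test), and its log2 fold change was -0.98 without L7 and -3.56 without L6. Dihydroflavonol 4-reductase lost its call without L6, L7 or T3, and anthocyanidin reductase and sp_v3.0_unigene105542 without L6.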

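Of 9 glutathione S-transferases listed, 4 had RNA-Seq values, and 2 of these were higher in Tamrabta by edgeR's exact test and by DESeq2. sp_v3.0_unigene32843 was the 1 gene of all lists called by limma, with 36.8 ± 7.35 CPM in Leiria and 207 ± 9.03 CPM in Tamrabta (SD, n = 2 each, log2 fold change -2.49, standard error 0.19, adjusted p = 0.0488 from limma and 6.6e-11 from edgeR's exact test). The tau class enzyme sp_v3.0_unigene1599, of the group that conjugates toxins and can carry flavonoids, had 30.4 ± 12.6 CPM in Leiria and 248 ± 95.1 CPM in Tamrabta (log2 fold change -3.01, standard error 0.42, adjusted p = 0.0966 from limma and 2.2e-10 from the exact test). Both kept the exact test's call without each of the 4 libraries, while limma's call of the first was lost without any 1 of L6, L7, T3 and T6. sp_v3.0_unigene24786 and sp_v3.0_unigene21010 had -0.36 and -0.07 (adjusted p = 0.563 and 0.880 from limma). The first was at -0.14 without T3, and the sign of the last turned without T3. limma had 2 in Tamrabta when adjusted over the list alone, edgeR's quasi-likelihood test 0, and 0 were higher in Leiria by any of these tests (0 there at an unadjusted p under 0.05). The list comes from microarray values that rest in part on the same RNA, and reads of similar transferases can be shared.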

UDP-glycosyltransferases are key enzymes that dictate differences in the structure of flavonoids [57]. Modifications in flavonoid structure and composition may constitute a chemical fingerprint for the *P. pinaster* varieties or provenances.

## Conclusions

Whole-transcriptome resources are now accessible for non-classical model organisms. In this study, oligonucleotide microarrays and RNA-Seq analyses were used to characterize the maritime pine (*Pinus pinaster)* transcriptome, for which they produced reliable results. Transcriptome profiling of needle samples from two maritime pine provenances validated both genomic platforms and elucidated the genetic basis of the differences in environmental adaptation between them. The observed differences in gene expression between Leiria and Tamrabta supported the hypothesis that genetic and epigenetic factors of the provenances play a significant role in the modulation of specific responses to environmental conditions.

## Methods

### Plant material

In this study, two conifer provenances of contrasting phenotypes and from different geographical distributions have been used as xeric and mesic models (Additional file 1: Figures S1 and S2). Leiria, a Portuguese provenance (Leiria; 39° 27’ 36” N, 08° 34’ 48” W; 55 m), grows near the coast with warm winters and exhibits high plasticity in biomass allocation under water stress treatment [58, 59]. Tamrabta, from the Atlas mountains in Morocco (Tamrabta; 33° 36’ 00” N, 05° 01’ 12” W; 1,758 m), exhibits high allocation to roots, low allocation to stem and low growth potential. The Tamrabta population grows at a higher altitude than Leiria with a short growing season and where access to soil water may be more important than efficient water use [33]. These provenances are included in the clonal collection CLONAPIN [60] and were propagated by cuttings from progenies previously tested in field trials. Rooted plant cuttings 17 month-old were planted in 2 L pots filled with 4:1 (by volume) mixture of Sphagnum peat (PINSTRUD®) and grade 3 vermiculite (VERLITE®). The entire experiment was performed at SERIDA’s greenhouse at Villaviciosa (Asturias, Spain). Potted plants were ferti-irrigated following the protocol in [60]. Prior to the assessment, all branches were pruned to trigger the formation of new axillary shoots as a result of activation of the proventitious meristems in the extant dwarf shoots. This was intended to be a “resetting” of the plant shoots to minimize the differences due to pruning previously performed for cutting collection. All samples were harvested the same day at the same time. The harvested needles were immediately frozen in liquid N and subsequently placed in dry ice for the transport to the laboratory. All frozen samples were reduced to a homogenous powder with a mills mixer MM400 (Retsh, Haan, Germany) and stored at −80 °C until further use for metabolite and RNA extractions.

### Development of an oligonucleotide microarray for maritime pine (PINARRAY3)

A custom gene expression microarray (PINARRAY3) was designed using the Agilent Technologies eArrayH web application. Probe sequences were obtained using GE Probe Design considering 3’ end biased 60-mer oligonucleotides and using the *P. pinaster* transcriptome available in SustainPineDB v3.0 as the reference [15].

The microarrays including the standard panel of quality control and spike-in probes available from Agilent Technologies were manufactured using Agilent SurePrintTM Technology in the 4x44 format with 42,500 spots from SustainPineDB v3.0 contigs. The PINARRAY3 platform has been deposited in the NCBI’s Gene Expression Omnibus [61] and is accessible through GEO Series with the accession number GPL19234 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL19234).

### RNA extraction

Total RNA was isolated following the protocol described in [62] and modified in [9]. The RNA concentration and purity were determined via spectrophotometry using A260/A280 nm and A260/A230 nm ratios. RNA quality was further confirmed using agarose gel electrophoresis and using the RNA Pico Assay for the 2100 Bioanalyzer (Agilent, USA). RNA samples with an RNA integrity number (RIN) higher than 7 were used for RNA-Seq. The amount of the RNA for RNA-Seq was calculated using the Quant-iT™ RiboGreen® RNA Assay Kit (Invitrogen, Paisley, UK).

### cRNA synthesis, sample labeling and microarray hybridization

In total, 8 samples were amplified and labeled for microarray hybridization; 4 for each provenance used in this study. The samples L6, L7, L8 and L9 were prepared from Leiria, and samples T3, T6, T7 and T8 were prepared from Tamrabta. The cRNA synthesis and labeling were performed using the Low Input Quick Amp Labelling Kit, One-Color (Agilent Technologies) following the manufacturer’s ‘One-Color Microarray-Based Gene Expression Analysis’ protocol. cRNA synthesized from 200 ng of total RNA was labeled with Cyanine 3-CTP. Each PINARRAY3 field was hybridized with 1.65 μg of labeled cRNA. After labeling, the samples were purified using the NucleoSpin® Gel and PCR Clean-up kit (Macherey-Nagel, Düren, Germany). Dye incorporation and cRNA yield were estimated via spectrophotometry using a NanoDrop ND-1000.

Microarray hybridization was performed in a SureHyb microarray hybridization chamber with gasket slides (Agilent Technologies) at 65 °C in a rotary oven for 17 h. After hybridization, microarrays were washed with GE Wash Buffer 1 (Agilent) at room temperature for 1 min, GE Wash buffer 2 (Agilent) at 37 °C for 1 min, acetonitrile for 10 s and Agilent’s stabilization and drying solution for 30 s and, then air dried. Hybridized slides were scanned at 5 μm resolution and their signal intensities were detected using a GenePix 4100A microarray scanner (Molecular devices, Sunnyvale, CA, USA). The raw data preprocessing, quantile normalization and analysis of differentially expressed genes were performed with the Limma package for R [37] (Additional file 1: Note S1). Bayes statistics were applied to determine the differential expression between the comparisons. Statistical significance was corrected for multiple testing using the Benjamini-Hochberg procedure. A multidimensional scaling plot for samples was made using the *plotMDS* function of Limma with default parameters (Additional file 1: Figure S3). The microarray data have been deposited in the NCBI’s Gene Expression Omnibus [61] and are accessible through GEO Series with the accession number GSE61801 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61801).

### RNA-Seq

RNA sequencing was conducted in the Centro Nacional de Análisis Genómico (CNAG, Barcelona, Spain) sequencing facility. RNA libraries for sequencing were prepared using TruSeq RNA kits (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Clustering was performed on a cBot cluster generation system using an Illumina HiSeq paired-end read cluster generation kit according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). The 4 samples (T3 and T6 from Tamrabta provenance, L6 and L7 from Leiria provenance) were sequenced on an Illumina HiSEq 2000 as paired-end reads of 100 bp. All lanes were spiked with a 1–2 % phiX control library. The sequencing runs were performed according to the manufacturer’s instructions. Base conversion was performed using Illumina’s OLB version 1.9. A total of 113.7; 137.2; 125.3 and 190.6 millions of reads were obtained for the T3, T6, L6 and L7 samples, respectively.

The resulting reads were trimmed and analyzed using SeqTrimNext software [63]. Only the pairs in which both reads passed the quality test were further analyzed. After read trimming, a total of 110.4, 128.7, 121 and 180.5 millions of paired-end reads were recovered for the T3, T6, L6 and L7 samples, respectively. These reads were mapped onto a reference transcriptome designed from the SustainPine Database (http://www.scbi.uma.es/sustainpinedb/home_page). This reference transcriptome is composed of 35,374 contigs (Additional file 2: Table S5) and was constructed based on the annotation results of the Full Lengther Next (FLN) software (http://rubydoc.info/gems/full_lengther_next/0.0.8/frames). The read mapping was performed with Bowtie2 [64] allowing only for concordant mapped pairs (−no-mixed–no-discordant). Read count was performed with a Phyton script from the Andalusian Platform of Bioinformatics. Differentially expressed genes were identified using the edgeR package for R, Additional file 1: Note 2 [65]. The PINARRAY3 and RNA-Seq results were compared using the Spotfire software (TIBCO, Boston, MA, USA). The RNA-Seq data have been deposited in the NCBI’s Gene Expression Omnibus [61] and are accessible through GEO Series with the accession number GSE61923 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61923).

### Functional gene enrichment analyses

The mapping files for the Mapman representation were made using the Mercator web server [38], and the Mapman images were made using the Mapman software [66]. The gene enrichment comparison analyses between the two provenances were performed using Fisher’s exact tests in R environment (http://www.R-project.org) with the Mapman functional categories. The differences between provenances were considered significant with *P <* 0.05. Ortholog assignment and pathway mapping of significant genes were made with the KEGG Automatic Annotation Server (KAAS) [67] using the SBH option and the gene dataset as described in Additional file 1: Note S3.

### qPCR analyses

Validation of the gene expression results obtained via microarray was performed using qPCR. Total RNA (500 ng) was used to synthesize cDNA using the iScript™ Reverse Transcription Supermix for qPCR (BioRad, CA, USA). Following the instruction manual the reverse transcription conditions were: 5 min at 25 °C, 30 min at 42 °C and finally 5 min at 85 °C. The reverse transcription was carried out in a thermal cycler DNA Engine® (BioRad, CA, USA). The qPCR reactions were carried out with 5 ng of cDNA per reaction as described in [5]. The primers used for the qPCR reactions are listed in Additional file 2: Table S6. The raw fluorescence data from each reaction was fitted to the MAK2 model, which requires no assumptions about the amplification efficiency qPCR assay [68]. The initial target concentrations (D0 parameter) for each gene was deduced from the MAK2 model using the qpcR package for the R environment [69] and normalized to the geometric mean of two reference genes, *Actin* and *EF1A*. In total, 4 biological and 3 technical replicates were made for each sample analyzed using qPCR. Pearson correlations were performed using the R environment (http://www.R-project.org).

### Total phenol, flavonoid and flavanone determination

Total phenol and flavonoid analysis was carried out following the modified protocol in [70]. Plant needles were collected, immediately immersed in liquid nitrogen, lyophilized (Telstar LyoQuest, Terrassa, Spain) and powdered (6770 Freezer/Mill® Cryogenic Grinder, Thomas Scientific, NJ, USA). The samples (1 g) were extracted in 30 mL of methanol at 25 °C, for 1 h in an overhead shaker (Reax 2, Heidolph Instrument, Schwabach, Germany) and filtered through Whatman No. 4 paper. The residue was then extracted adding an additional 30 mL portion of methanol. The combined methanol extracts were evaporated at 35 °C under vacuum conditions (Laborota 4002, Heidolph Instrument, Schwabach, Germany), re-dissolved in methanol at a concentration of 10 mg/mL and stored at 4 °C for future use.

Total phenolic content was determined by the Folin and Ciocalteu reagent method (Compendium of International Methods of Analysis, FolinCiocalteu Index, OIV-MA-AS2-10), adapted for a 96-well plate assay. Aliquots of the methanolic extract solutions (10 μL) were used, oxidized with the Folin-Ciocalteu reagent (15 μL) and the reactions neutralized with 60 μL of sodium carbonate 20 % (p/v). Final reaction volume was made up to 300 μL, with distilled water. Absorbance was measured at 750 nm (Synergy HT, Biotek Instrument, Vertmon, USA) after 30 min at 25 °C. The calibration curve was performed with gallic acid, and the results expressed as mg of gallic acid equivalent (GAE) per g of dry weight.

The total flavonoid content was determined using the method described in [39], adapted for a 96-well plate assay. 100 μL of 2 % aluminiumtrichloride in methanol was mixed with the same volume of plant extract. The absorbance reading at 415 nm (Synergy HT, Biotek Instrument, Vertmon, USA) was taken after 10 min against a blank sample consisting of 100 μL of sample solution and 100 μL of methanol. The total flavonoid content was determined using a standard curve of quercetin at 0–50 mg/L. The average of three readings was used and the results expressed as mg of quercetin equivalent (QE) per g of dry weight.

Flavanones were extracted from 100 mg powder needle sample in 1.5 mL ethanol 95 % over night at 4 °C under continuous shake (200 rpm). The debris was eliminated by centrifugation at 25,000 xg for 15 min at 4 °C. The supernatant can be stored at −20 °C until use. Flavanones were measured using the 2,4-dinitrophenylhydrazine colorimetric method described in [40] with some modifications. To 30 μL of each sample were sequentially added 60 μL of 1 % 2,4-dinitrophenylhydrazine reagent (1 g of 2,4-dinitrophenylhydrazine dissolved into 2 mL of 96 % sulfuric acid and then diluted to 100 mL with methanol) and 60 μL of methanol. The mix was incubated at 50 °C for 50 min. After cooling to room temperature the absorbance was measured at 495 nm. (±)-Naringenin was used as the reference standard. The total flavonoid content was determined using a standard curve of (±)-naringenin at 0–4000 mg/L. The average of three readings was used and the results expressed as mg of (±)-naringenin equivalent (NE) per g of dry weight.

Boxplots and Student’s *t* test were made using R environment (http://www.R-project.org). Differences were considered significant with a *P-value <* 0.05.

### Hormone measurements

Plant material was collected, frozen in liquid nitrogen and stored until extraction at −80 °C. Samples were freeze dried (Telstar LyoQuest, Terrassa, Spain). 60 mg of lyophilized plant needles were ground into powder (Fast Prep. FP 120, Qbiogene Inc.,CA, USA). The analysis of different plant growth regulators (epibrasinolide, 24 EB; abscisic acid, ABA; indolacetic acid, AIA; benziladenine, BA; castasterone, BK; dihydrozeatin, DHZ; dihydrozeatinriboside, DHRZ; gibberellins GA1, GA3, GA4, GA7 and GA9; homobrasinolide, HBI; isopentenyladenine, IP; isopentenyl adenosine, IPR; jasmonicacdi, JA; salicylic acid, SA; zeatin, Z and zeatinriboside, RZ) was carried out using a protocol based on [71]. The quantification of the different plant growth regulators and the loss correction was made using deuterium-labeled standards: d_7_-BA (10 ng); d_6_-ABA, d_5_-AIA, DHJA, d_3_-DHZ, d_6_-SA (20 ng); d_5_-BK y d_2_-GA1 (40 ng). Samples were re-suspended in 150 μL of 100 % methanol and filtered through a 0.2 μm, 4 mm regenerated cellulose filter (Captiva, Agilent, CA, USA). All compounds were separated out by ultra-high performance liquid chromatography (UHPLC, 1290 Agilent Technologies, CA, USA) and quantification of all plant growth regulators (PGRs) analyzed was conducted in a Triple Quad (LC/MS 6460, Agilent Technologies, CA, USA) using the protocol described in [72] for cytokinins. Chromatographic separation was made using a reverse phase precolumn + column (ZorbaxEclipse Plus C18- 2.1 × 5 mm, 1.8 μm and Zorbax Eclipse Plus C18 RRHD 2.1 × 50 mm, 1.8 μm, Agilent Technologies, CA, USA) kept at 40 °C.

As mobile phase two solvents, MeOH and ultra-purified water were used, both buffered at pH4 with ammonium formate (10 mM). A linear gradient of MeOH from 10–50 % in 7 min, then 100 % maintained for 2 min was used for analyte elution at a flow rate of 0.45 mL/min. Plant growth regulators were quantified by dynamic multireaction monitoring (MRM) of their [M + H] + and the appropriate product ions, using optimized cone voltages and collision energies for the diagnosis of each PGR analyzed. Data acquisition and processing were performed using Masshunter Workstation software B 04.00 (Agilent technologies, CA, USA).

Boxplots and Student’s *t* test were made using R environment (http://www.R-project.org). Differences were considered significant with a *P-value <* 0.05.

### Availability of supporting data

All the supporting data of this article are included as Additional files.

## Additional files

Additional file 1: Figure S1. Phenotypes of Leiria and Tamrabta plantlets. Tammrabta in the left side and Leiria in the right side. **Figure S2.** Location of the provenances, Leiria and Tamrabta. Map was adapted from the European Forest Genetic Resources Programme (EUFORGEN, http://www.euforgen.org/). **Figure S3.** Multidimensional scaling (MDS) plot for microarray samples. **Figure S4.** KEGG metabolism overview map. **Note S1.** Limma R script. **Note S2.** EdgeR R script. **Note S3.** Gene dataset used in the KAAS software. (PDF 907 kb) Additional file 2: Table S1. Limma DE gene table of the spots with foreground different to background. **Table S2.** EdgeR DE gene table. **Table S3.** Comparison between PINARRA3 and RNA-Seq data. **Table S4.** Mapman categories from DE genes. **Table S5.** Contig ID for Reference transcriptome. **Table S6.** Primers used for qPCR. (XLSX 4413 kb)

## Abbreviations

RNA-Seq: RNA sequencing
NCBI: National Center for Biotechnology Information
GEO: NCBI’s Gene Expression Omnibus
RIN: RNA integrity number
CNAG: Centro Nacional de Análisis Genómico
UHPLC: Ultra-high performance liquid chromatography
LC/MS: Liquid chromatography–mass spectrometry
MRM: Dynamic multireaction monitoring
MeOH: Methanol
logFC: Fold change logarithm
FDR: False discovery rate
ABA: Abscisic acid
GAs: Gibberellins
JA: Jasmonic acid
SA: Salicylic acid
AQP: Aquaporin
DE: Differentially expressed

# Supplementary material for: Transcriptome-wide analysis supports environmental adaptations of two Pinus pinaster populations from contrasting habitats
**Source:** BMC Genomics. 2015 Nov 6;16:909. doi: 10.1186/s12864-015-2177-x
**Supplement:** Additional file 1: Figure S1. — Phenotypes of Leiria and Tamrabta plantlets. Tammrabta in the left side and Leiria in the right side. Figure S2. Location of the provenances, Leiria and Tamrabta. Map was adapted from the European Forest Genetic Resources Programme (EUFORGEN, http://www.euforgen.org/). Figure S3. Multidimensional scaling (MDS) plot for microarray samples. Figure S4. KEGG metabolism overview map. Note S1. Limma R script. Note S2. EdgeR R script. Note S3. Gene dataset used in the KAAS software.

**Figure S1.**

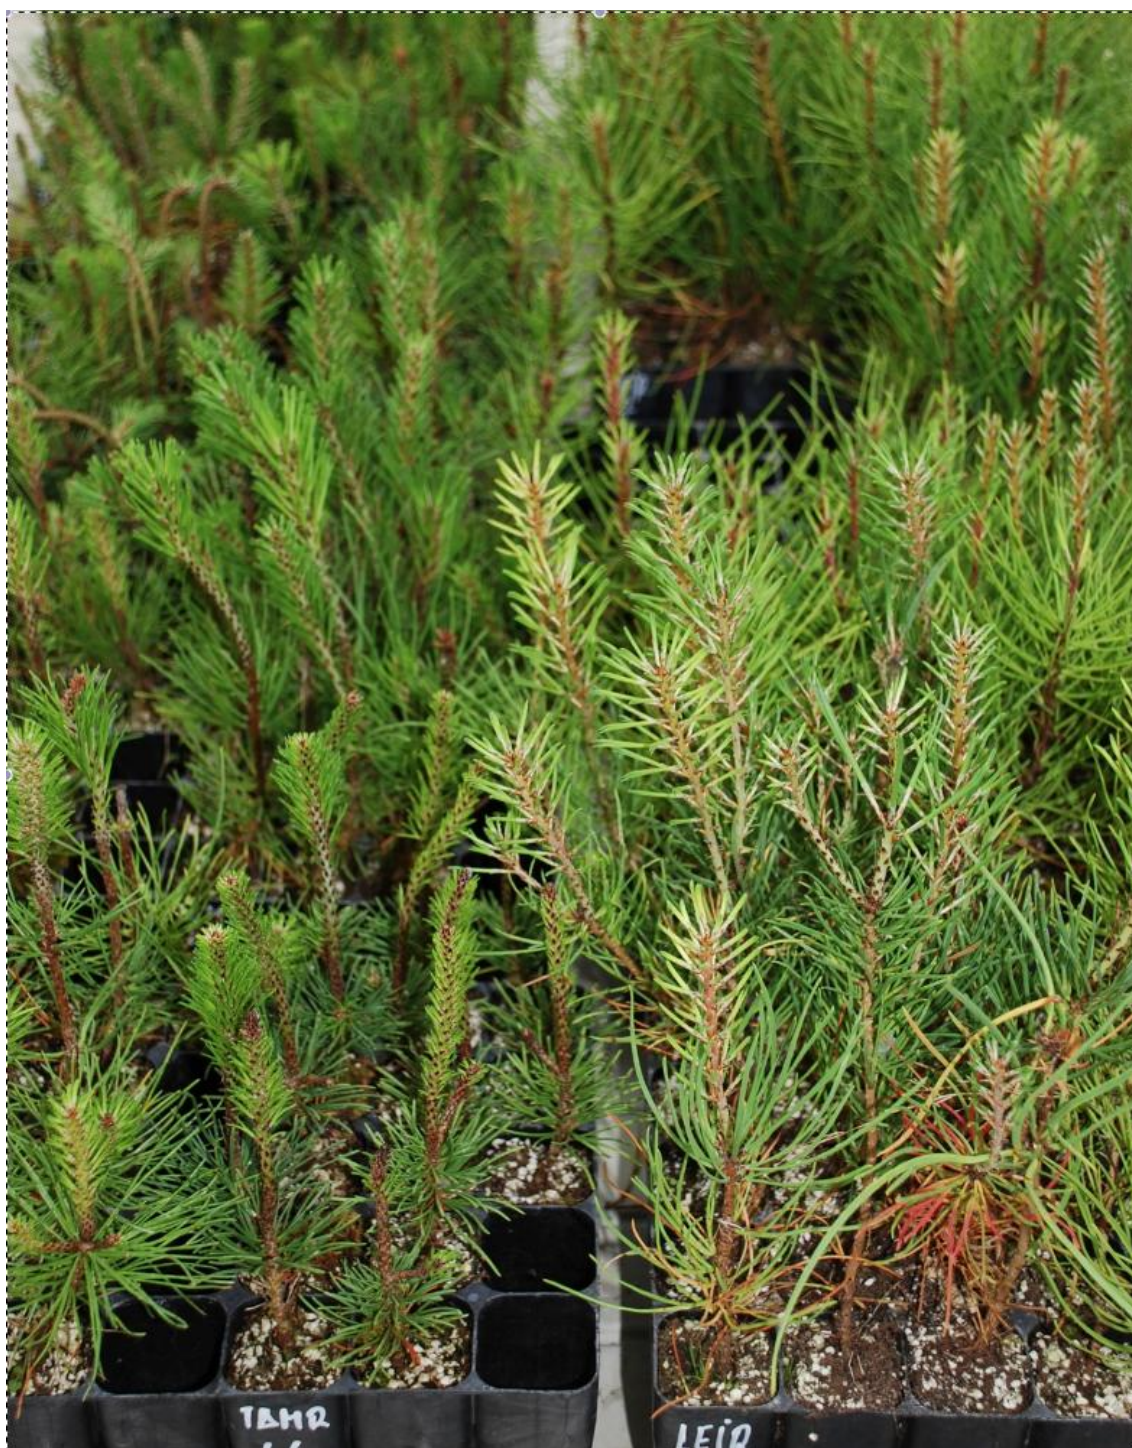

**Figure S1.** Phenotypes of Leiria and Tamrabta plantlets. Tammrabta in the left side and Leiria in the right side.

**Figure S2.**

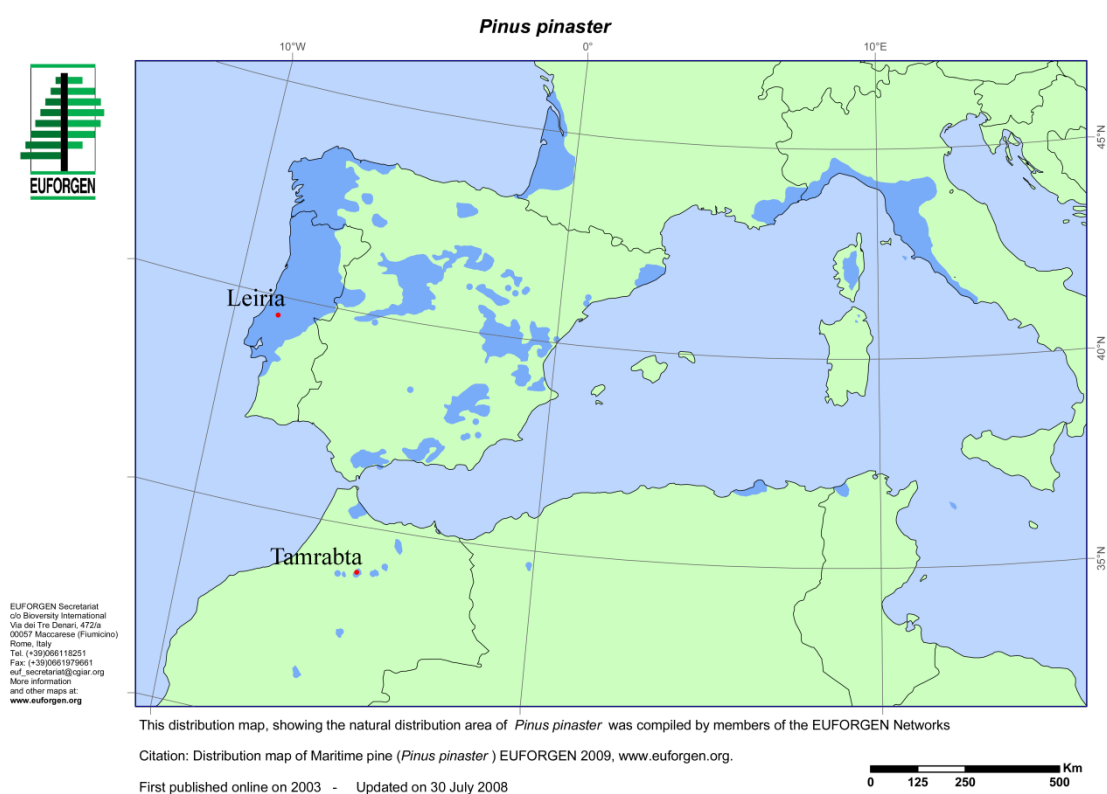

**Figure S2.** Location of the provenances, Leiria and Tamrabta. Map was adapted from the European Forest Genetic Resources Programme (EUFORGEN, <http://www.euforgen.org/>).

**Figure S4.**

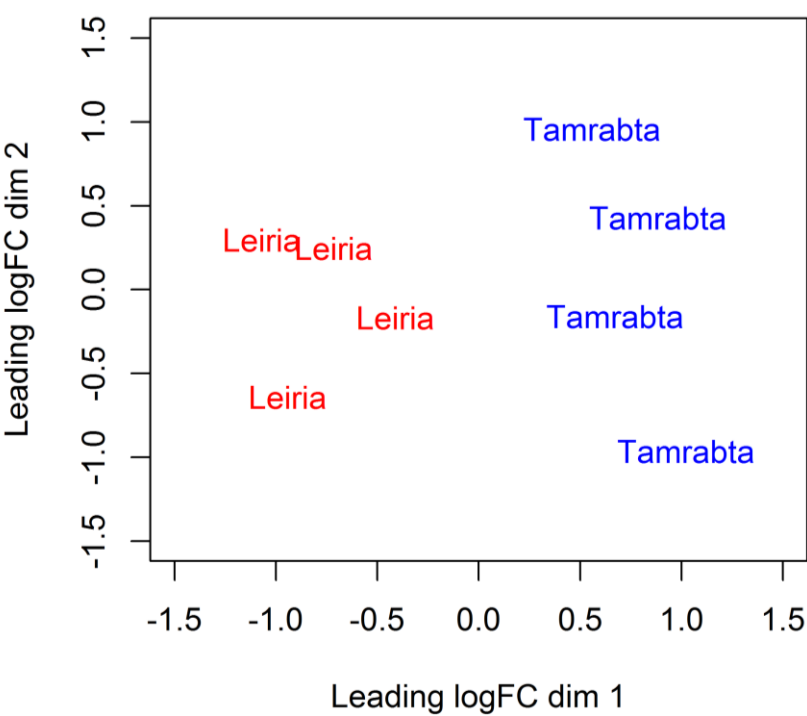

**Figure S3.** Multidimensional scaling (MDS) plot for microarray samples.

**Figure S4.**

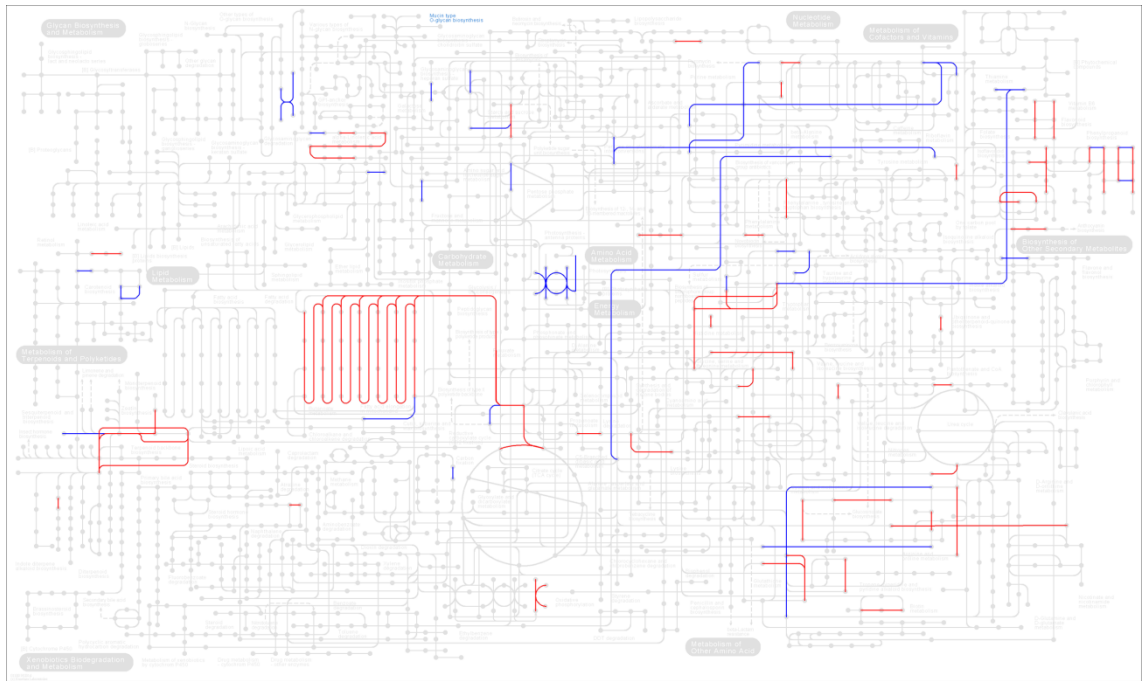

**Figure S3.** KEGG metabolism overview map.

## Note S1. Limma R script.

```
getwd();
workingDir = "C:/Users/...";
setwd(workingDir);
library(limma)
library(RColorBrewer)
#Data quality test
myfun <- function(x, threshold=50) {
  okgreen <- abs(x[, "F532 Median"]-x[, "F532 Mean"]) < threshold
  as.numeric(okgreen)
}
# Read the targets file
targets <- readTargets()
#Load Microarray raw data
x <- read.maimages(targets$FileName,source="genepix",green.only=TRUE)
#Data annotation
x$genes <- readGAL()
names(x$genes)
#Array layout load
x$printer <- getLayout(x$genes)
names(x$printer)
#Background correction
y <- backgroundCorrect(x,method="normexp", offset = 50)
#Quantile normalization
y <- normalizeBetweenArrays(y,method="quantile")
#Now filter out control probes and low expressed probes. To get an idea of how bright
#expression probes should be, we compute the 95% percentile of the negative control probes
#on each array. We keep probes that are at least 10% brighter than the negative controls on
#at least three arrays (because there are three replicates): La GAL tiene valores 1, 0 y -1 en la
#columna ControlType.
neg95 <- apply(y$E[y$genes$ControlType== -1,],2,function(x) quantile(x,p=0.95))
cutoff <- matrix(1.1*neg95,nrow(y),ncol(y),byrow=TRUE)
isexpr <- rowSums(y$E > cutoff) >= 3
table(isexpr)
#Regular probes are code as \0" in the ControlType column.
y0 <- y[y$genes$ControlType==0 & isexpr,]
#DEG analysis
Treatment <- targets[, "Cy3"]
levels <- c("Tamrabta", "Leiria")
Treatment <- factor(Treatment,levels=levels)
design <- model.matrix(~0+Treatment)
colnames(design) <- c("Tamrabta", "Leiria")
fit <- lmFit(y0,design)
contrast.matrix <- makeContrasts(Leiria-Tamrabta, levels=design)
fit2 <- contrasts.fit(fit, contrast.matrix)
fit2 <- eBayes(fit2)
```

**Note S2.** EdgeR R script.

```
getwd();
workingDir = "C:/Users...";
setwd(workingDir);
library(limma)
library(edgeR)
#Read the targets file
targets <- readTargets()
#Load read count data
x <- read.delim(file="ReadCount_data.txt",row.names="id",stringsAsFactors=FALSE)
y <- DGEList(counts=x,group=targets$Treatment)
colnames(y) <- targets$Label
#Gene filtering by read (at least 1 read into two samples)
keep <- rowSums(cpm(y)>1) >= 2
y <- y[keep,]
#Normalization factors
y <- calcNormFactors(y)
#Sample dispersion
y <- estimateCommonDisp(y, verbose=TRUE)
y <- estimateTagwiseDisp(y)
#Normalization (CPM)
norm <- cpm(y)
lognorm <- cpm(y,log=TRUE)
#Differential expression analysis
et <- exactTest(y)
#Results saving
write.table(et$table, file = "DEGeneList.txt")
top <- topTags(et, n=200000)
write.table(top, file = "TOPDEGeneList.txt")
topcpm <- cpm(y)[rownames(top), ]
write.table(topcpm, file = "CPMTOPDEGeneList.txt")
suma <- summary(de <- decideTestsDGE(et))
write.table(de, file = "decideTestsDGE.txt")
```

**Note S3.** Gene dataset used in the KAAS software.

hsa, dme, cel, ath, sce, cho, eco, nme, hpy, rpr, bsu, lla, cac, mge, mtu, ctr, bbu, syn, bth, dra,  
aae, mja, ape, osa, vvi, olu, cme

How the deposited data were processed for this re-analysis (not part of the article)

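Needle RNA of 2 maritime pines from Leiria (L6, L7) and 2 from Tamrabta (T3, T6) was sequenced on an Illumina HiSeq as paired reads. Their RNA is among the samples, 4 per provenance, that were hybridized to PINARRAY3. The authors trimmed the reads with SeqTrimNext, mapped them with Bowtie2 to contigs of SustainPineDB, kept the concordant pairs and counted them per contig. With edgeR they filtered the contigs, computed normalization factors and wrote CPM, so the deposited values are signal per contig and library, divided by a scaled library size. The columns sum to 1100080 in L6, 1005780 in L7, 989363 in T3 and 907233 in T6, because of that scaling. The file holds 17571 contigs, of which 989 do not have a CPM above 1 in at least 2 libraries. A total of 10 unigene names occur more than once, and their contigs were kept apart.

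Whole counts were recovered from the step between the values of each library, the CPM that 1 count is worth. Their sums are the depth, and the 10 contigs of highest expression took 8.34% of the counts in L6, 7.40% in L7, 6.42% in T3 and 5.91% in T6. Counting noise is thus small above a few CPM. A difference against a provenance without a read is given as a lower bound against 3 counts per library.

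The 2 provenances were compared once, Leiria minus Tamrabta, with n = 2 each and no covariate. Values were taken as log2(CPM + 0.5), contigs above 1 CPM in at least 2 libraries were kept (on the deposited CPM, where Note S2 filters before scaling), and limma 3.58.1 (lmFit, eBayes with a variance trend) was run in R 4.3.3, with Benjamini-Hochberg adjustment over the 16582 contigs tested. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 1. Members of lists were counted at an adjusted p under 0.05 over all genes and adjusted over the list alone. The recovered counts were tested with edgeR 4.0.16, by its exact test with TMM factors and common then tagwise dispersions (prior degrees of freedom 10), as in Note S2, and by its quasi-likelihood test, and with DESeq2 1.42.0 with its size factors. Tables and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

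The lists cover light signalling and the clock (as the paper names them, and from Table S1), aquaporins, other membrane transporters, photosynthesis, flavonoids and phenylpropanoids, isoprenoids and carotenoids, UDP-glycosyltransferases, glutathione S-transferases, oxidative phosphorylation, lipid metabolism, starch, sugars and glycolysis, cell wall, pathogenesis-related proteins, lipid transfer proteins, heat shock and chaperones, dehydrins and LEA proteins, hormones, ribosomal proteins, dividing cells, retroelements, and fungal or viral best matches. They were drawn up from the part of Table S1 used here before the RNA-Seq values were examined, as were the alternatives and the rule for naming genes. The rule names the unigenes in the paper's text and on the axis of Fig. 2, up to 4 members per list with the lowest adjusted p and members needed to say which did not pass. It also names the 10 largest changes per direction among called genes with a description in Table S1, the 2 largest per direction without any description, and the 5 described genes per direction with the largest microarray logFC. The microarray values of the part of Table S1 used here, and Figs. 2, 4 and 5, had been seen when the rule was written. List members outside these that passed the exact test are named too, and were chosen after their values were seen.

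The alternatives were pseudocounts of 0.1 and 1 CPM, no filter, a mean CPM of at least 5, quantile normalization, rescaling by the median ratio, limma without a trend or with a robust prior, the 3 count tests, a replicate block, and leaving out each library in turn. With a library left out, the lone library of its provenance is taken to vary like those of the other. The exact test without a filter, with limma's prior degrees of freedom and without each library in turn was added after the data were seen. The tests were tried on simulated counts of 16172 genes with 100 changed 4-fold and 100 changed 16-fold. limma recovered 87 and 100 of these and called 22 unchanged genes, edgeR's exact test 91, 100 and 31, its quasi-likelihood test 88, 100 and 19, and DESeq2 94, 100 and 50. The simulated counts were drawn with edgeR's own tagwise dispersions, and the changed genes all had a mean above 5 CPM. In that setting the tests lay close together, unlike in the data. The simulation thus cannot tell which test is right where they part. No reads were mapped here, and Tables S2 to S6 and the raw microarray values were not used.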

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

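Of the tests in this part, those on other organisms and on alleles were chosen only after the result was seen. A search outside the genes the paper discusses found contigs read above 1 CPM in both libraries of one provenance and under 0.1 CPM in both of the other. There were 36 of these read in Leiria and nearly absent in Tamrabta, and 17 read in Tamrabta and nearly absent in Leiria, with no read at all in the other provenance for 18 and 4 of them. sp_v3.0_unigene130333, the holocarboxylase synthetase match, is one, and sp_v3.0_unigene166459, a match to a metal tolerance protein with 3.44 CPM in Tamrabta and 0.0412 in Leiria, is another, chosen after its values were seen. Single libraries lacked contigs as well: 15 were nearly absent in L6 alone, 12 in L7 alone, 22 in T3 alone and 8 in T6 alone.

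The tables argue against presence or absence that varies from plant to plant independently of family and provenance. The provenances parted 13.2 times as many contigs as the mixed pairing with the most, 53 against 4. The plants were cuttings from a clonal collection, and how those of a provenance are related is not given. A family or clone shared within a provenance thus cannot be told apart from the provenance. Reads of another organism in one provenance stay open, since only 2 of the contigs have a description that names a species, both plants. Alleles too different from the reference contig for their reads to map stay open too. All 7 of the contigs in the part of Table S1 used here went the same way on the microarray, but these were chosen there for a low p. Genes present or silent by provenance may account for the pattern, which was not tested separately from these.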

How the results depend on the processing

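In this part, the exact test with no filter, with limma's prior degrees of freedom and without single libraries was chosen only after the result was seen. Counts of genes moved most with the test and with single libraries. Against the 42 genes called by limma there were 27 with no filter, 5 at a mean CPM of at least 5, 962 by edgeR's exact test, 2 by its quasi-likelihood test, 1022 by DESeq2, 11 with a replicate block and 1053 by the exact test with no filter. The counts at an adjusted p alone were 27, 5, 970, 2, 1238, 11 and 1057 in that order. Leaving out 1 library gave from 0 to 69 genes for both counts. Pseudocounts, scalings, no trend and a robust prior gave from 34 to 48. The exact test's 962 became 456 to 1360 without 1 library and 912 with limma's prior degrees of freedom. Of list members, limma called 1, against 0 with either pseudocount, no filter, a mean CPM of at least 5, no trend, a robust prior, the quasi-likelihood test or the block, 2 after quantile normalization or median-ratio rescaling, 41 by the exact test, 55 by DESeq2 and 0 to 2 without 1 library. Of the genes the paper names, it called 0, against 7 by the exact test and 8 by DESeq2. The counts of list members and of named genes are at an adjusted p under 0.05, whatever the fold. The ratio of distances kept its direction, from 1.36 to 1.42.

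Of the 119 genes named by the rule or because they passed the exact test, signs turned only when 1 library was left out. The lowest and highest log2 fold changes without 1 library were -1.84 and 0.070 for sp_v3.0_unigene599 (highest without T6), -0.82 and 0.12 for sp_v3.0_unigene8540 (highest without T6), -1.41 and 0.44 for sp_v3.0_unigene27138 (highest without L7), -0.29 and 0.17 for sp_v3.0_unigene29144 and -0.19 and 0.049 for sp_v3.0_unigene21010 (both highest without T3), -0.31 and 0.087 for sp_v3.0_unigene311, -0.27 and 0.15 for sp_v3.0_unigene29893 (both above 0 without L7 or T3) and -0.23 and 0.56 for sp_v3.0_unigene20690 (below 0 without L6 or T6). DESeq2 and the exact test added 66 and 56 calls to these 119. List members that passed the exact test were included for that reason, so its 56 is in part set by the choice. Of the 187 genes tested in all lists, the sign turned for 5 after quantile normalization, for 1 after median-ratio rescaling and for 2 by each of the 3 count tests, all of them with an absolute log2 fold change of at most 0.0573, and for 5 to 14 without 1 library. Fewer libraries and fewer genes tested are part of these settings, and beyond that the cause was not tested. Nothing in the paper or the labels pairs plants by replicate number, so no pairing was assumed. The deviations of libraries with the same number correlated at 0.228 across genes, which are not independent replicates, and 2 pairs leave open whether the numbers mark a shared factor.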

Differences from the paper's values

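The paper's count of differentially expressed genes is 1001, against 42 by limma, with the paper's 579 higher in Leiria against 28 and the paper's 422 higher in Tamrabta against 14. The paper's 5.7% of genes stands against 0.239% of the contigs in the file. The thresholds for these counts are the paper's. Of the alternatives set before the data were examined, edgeR's exact test (962; 583 and 379; 5.47%) and DESeq2 (1022; 598 and 424; 5.82%) lie within 1.5 times of all 4 values. The pseudocounts, filters, scalings, limma without a trend or with a robust prior, the quasi-likelihood test, the block and the left-out libraries do not. The exact test without a filter, chosen after seeing the values, called 1053, 616 in Leiria and 437 in Tamrabta. The rows of the file follow the p of that test (Spearman correlation 0.999892), and all of the first 1001 rows have an adjusted p under 0.05 by it. Whether these are the paper's 1001 genes, and how many of the paper's own genes the test drops, was not determined, since Table S2 was not used here.

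The paper counts PAP2 among the genes higher in Tamrabta; sp_v3.0_unigene37920 was higher in Leiria by edgeR's exact test and DESeq2 (log2 fold change 1.02), and did not pass limma. The paper's own microarray logFC for it is 0.75 (adjusted p = 0.00900), over 4 plants per provenance, higher in Leiria as well. The lists compared next hold only genes described in the part of Table S1 used here. Genes that the paper found by RNA-Seq alone could not enter them. They are thus a small part of the paper's categories, chosen by the microarray, and do not test its statements on the whole categories. The paper places isoprenoid genes with Tamrabta; 4 of the 5 with values lay above 0, and 1 passed the exact test, higher in Leiria. The paper's own microarray values for the 6 genes of that list, from the part of Table S1 used here, are higher in Leiria for 4 and in Tamrabta for 2, whatever their p, and for 1 and 1 at the paper's threshold for DE genes on the microarray (logFC over 0.5, adjusted p under 0.05). The paper places genes of starch and glycolysis with Leiria; 7 of 8 lay below 0, with 0 called by limma (3 at an unadjusted p under 0.05), 0 by the exact and quasi-likelihood tests and 1 by DESeq2, in Tamrabta. The paper's own microarray values for the 15 genes of that list are higher in Leiria for 5 and in Tamrabta for 10, whatever their p, and for 3 and 2 at that threshold. The paper places oxidative phosphorylation with Tamrabta; the 2 genes tested lay near 0 and none of limma (0 at an unadjusted p under 0.05), the exact test, the quasi-likelihood test and DESeq2 called them. The paper's own microarray values for the 5 genes of that list are higher in Tamrabta for 4 and in Leiria for 1, with 0 at that threshold. Of the paper's 8 light and clock genes with values, limma called 0, with 8 at an unadjusted p under 0.05. The quasi-likelihood test called 0, the exact test 7 and DESeq2 8, and ELF3 was called by DESeq2 alone. These calls, and those of the lists above, are at an adjusted p under 0.05, whatever the fold. By the exact test and DESeq2, LHY/CCA and PAP2 had a log2 fold change under 1, and so miss the paper's fold threshold there.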

Other observations

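Of the tests in this part, those on the shared dispersion, on single Tamrabta libraries and on fungal RNA were chosen only after the result was seen. Thaumatin-like proteins went in both directions, while all 5 chitinases tested lay below 0. Of the 12 pathogenesis-related genes tested, edgeR's exact test had 7 higher in Tamrabta and 3 higher in Leiria, and DESeq2 7 and 1. The class IV chitinase sp_v3.0_unigene33122 had 0.700 ± 0.216 CPM in Leiria and 20.0 ± 17.9 CPM in Tamrabta (SD, n = 2 each, log2 fold change -3.75, standard error 0.74, adjusted p = 4.8e-08 from the exact test), and the class IV chitinase sp_v3.0_unigene206762 -2.53 (adjusted p = 2.1e-07 from the exact test). The first had 7.29 CPM in T3 and 32.6 in T6. Without T6 these 2 stood at -2.71 and -1.82, and without T3 at -4.80 and -3.23. Class II chitinases sp_v3.0_unigene17192 and sp_v3.0_unigene23341 stood at -3.58 (-2.26 without L7) and -1.81, and thaumatin-like sp_v3.0_unigene44676 and sp_v3.0_unigene33109 at -2.97 (-1.65 without T6) and -2.12. Higher in Leiria were the thaumatin-like sp_v3.0_unigene20536 and sp_v3.0_unigene30352 (1.59 and 1.58, the latter 0.79 without L6 and 2.38 without L7) and the glucanase sp_v3.0_unigene19122 (1.96, and 1.22 without T3). limma called 0 (10 at an unadjusted p under 0.05, 3 in Leiria and 7 in Tamrabta when adjusted over the list alone), and the quasi-likelihood test 0. The exact test had 0 in Leiria and 5 in Tamrabta without L6, 2 and 2 without L7, 2 and 8 without T3, and 2 and 5 without T6. Similar chitinases can share reads.

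Smaller lists moved in few members. Of 3 lipid transfer proteins, sp_v3.0_unigene17531 was higher in Tamrabta (-1.92, adjusted p = 2.6e-04 from the exact test) and sp_v3.0_unigene18573 in Leiria (1.98, adjusted p = 0.0325); limma called 0 (2 at an unadjusted p under 0.05, 1 adjusted over the list alone), DESeq2 1 and the quasi-likelihood test 0. The exact test lost the first without L6 or L7 and the other without L7 or T3 (log2 fold change 1.21 without T3). Of 3 dehydrins and LEA proteins, sp_v3.0_unigene4529 was higher in Tamrabta (-1.57, adjusted p = 0.00938 from the exact test), with 1 by DESeq2, 0 by limma (2 at an unadjusted p under 0.05, 1 in each direction adjusted over the list alone) and 0 by the quasi-likelihood test, and the exact test lost it without L6 or L7. Among 6 genes of dividing cells, the cyclin-dependent kinase sp_v3.0_unigene18094 had 1.51 and the tubulin sp_v3.0_unigene3734 -0.73, both passing DESeq2 (adjusted p = 0.0224 and 0.0124); limma, the exact test and the quasi-likelihood test called 0 (2 at an unadjusted p under 0.05 by limma and adjusted over the list alone), and without T6 the exact test called 2, both higher in Leiria. The 1 retroelement tested, sp_v3.0_unigene127847, had 0.80, with 0 by limma, the exact test, the quasi-likelihood test and DESeq2 (1 at an unadjusted p under 0.05 and adjusted over the list alone). Of the 2 contigs tested with a fungal best match, sp_v3.0_unigene5149, a heat shock protein match of Aspergillus, had 11.4 CPM in T3, 3.71 in T6 and 0.302 and 0.0342 in L6 and L7 (adjusted p = 8.1e-08 from the exact test); limma called 0 (1 at an unadjusted p under 0.05 and adjusted over the list alone), DESeq2 1 and the quasi-likelihood test 0.

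Pairings that mix the provenances gave few calls: L6 and T3 against L7 and T6 had 21 by the exact test and 0 by limma (585 at an unadjusted p under 0.05), and L6 and T6 against L7 and T3 had 17 and 0 (194 at an unadjusted p under 0.05). Each side of such a pairing holds both provenances, so their difference adds to the spread within a side. Few calls can follow from that alone, and these counts do not measure false calls between the provenances. edgeR's exact test called many more genes between the provenances than limma. The tables argue against a heavier weight of the shared dispersion in the exact test as the whole reason. With limma's prior degrees of freedom, 2.38 in place of 10, the exact test still called 912. The shared dispersion keeps some weight in that setting, so a part played by it is not excluded. A candidate explanation is the few degrees of freedom of limma's statistic (2 residual, 2.38 prior). Referred to a normal distribution, its statistics called 1313 genes. The count could only rise with that change, so it cannot decide whether this is the reason. No biological explanation was tested for a difference between tests.

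Higher levels of pathogenesis-related genes in Tamrabta remain open to several explanations. The median log2 fold change of the 7 genes called higher there was -2.53, -3.23 without T3 and -1.82 without T6, but these genes were chosen with both libraries, so a part played by one Tamrabta library cannot be told apart. More fungal RNA in T6 than in T3 cannot be told apart either, since the 3 contigs with a fungal best match are too few (median -1.49 for T6 minus T3, against 1.41 for the 7 genes). Between the provenances, sp_v3.0_unigene5149 and sp_v3.0_unigene35892, the latter with 2.65 and 0.556 CPM in T3 and T6 and 0.110 and 0 in L6 and L7, had higher CPM in both Tamrabta libraries (the latter was not tested), so fungi in these needles stay open as well. A difference between the provenances in defence genes may account for the pattern, and was not tested apart from these.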
